# Dynamic genome wide expression profiling of *Drosophila* head development reveals a novel role of Hunchback in retinal glia cell development and blood-brain barrier integrity

**DOI:** 10.1371/journal.pgen.1007180

**Published:** 2018-01-23

**Authors:** Montserrat Torres-Oliva, Julia Schneider, Gordon Wiegleb, Felix Kaufholz, Nico Posnien

## Abstract

*Drosophila melanogaster* head development represents a valuable process to study the developmental control of various organs, such as the antennae, the dorsal ocelli and the compound eyes from a common precursor, the eye-antennal imaginal disc. While the gene regulatory network underlying compound eye development has been extensively studied, the key transcription factors regulating the formation of other head structures from the same imaginal disc are largely unknown. We obtained the developmental transcriptome of the eye-antennal discs covering late patterning processes at the late 2^nd^ larval instar stage to the onset and progression of differentiation at the end of larval development. We revealed the expression profiles of all genes expressed during eye-antennal disc development and we determined temporally co-expressed genes by hierarchical clustering. Since co-expressed genes may be regulated by common transcriptional regulators, we combined our transcriptome dataset with publicly available ChIP-seq data to identify central transcription factors that co-regulate genes during head development. Besides the identification of already known and well-described transcription factors, we show that the transcription factor Hunchback (Hb) regulates a significant number of genes that are expressed during late differentiation stages. We confirm that *hb* is expressed in two polyploid subperineurial glia cells (carpet cells) and a thorough functional analysis shows that loss of Hb function results in a loss of carpet cells in the eye-antennal disc. Additionally, we provide for the first time functional data indicating that carpet cells are an integral part of the blood-brain barrier. Eventually, we combined our expression data with a *de novo* Hb motif search to reveal stage specific putative target genes of which we find a significant number indeed expressed in carpet cells.

## Author summary

The development of different cell types must be tightly coordinated, and the eye-antennal imaginal discs of *Drosophila melanogaster* represent an excellent model to study the molecular mechanisms underlying this coordination. These imaginal discs contain the anlagen of nearly all adult head structures, such as the antennae, the head cuticle, the ocelli and the compound eyes. While large scale screens have been performed to unravel the gene regulatory network underlying compound eye development, a comprehensive understanding of genome wide expression dynamics throughout head development is still missing to date. We studied the genome wide gene expression dynamics during eye-antennal disc development in *D*. *melanogaster* to identify new central regulators of the underlying gene regulatory network. Expression based gene clustering and transcription factor motif enrichment analyses revealed a central regulatory role of the transcription factor Hunchback (Hb). We confirmed that *hb* is expressed in two polyploid retinal subperineurial glia cells (carpet cells). Our functional analysis shows that Hb is necessary for carpet cell development and we show for the first time that the carpet cells are an integral part of the blood-brain barrier.

## Introduction

The development of complex organs is often accompanied by extensive cell- and tissue rearrangements. Initially simple cells undergo profound morphological changes such as extensive cell fusions of muscle precursor cells to form syncytial muscle fibers [1] or the formation of highly polarized neurons from initially uniform neuroectodermal cells [2,3]. Other cell types, such as germ cells, first migrate long distances before coming to rest in the developing gonads [4]. Although these cell-type specific processes need to be tightly controlled and coordinated with those of other cell types of the same and neighboring organs, the molecular mechanisms involved are still poorly understood. The development of the adult *Drosophila melanogaster* head and the visual system has been proven to be an excellent model to study the coordination of different developmental processes [5–10].

The adult *D*. *melanogaster* head is composed of the compound eyes (the main visual system), the three dorsal ocelli, the antennae, the ventral mouthparts and the head capsule that connects these organs and encloses the brain [11]. Most of these structures develop during larval stages from eye-antennal imaginal discs, which originate from about 20 cells that are specified at embryonic stages [12–14]. Throughout larval development, the eye-antennal discs grow extensively by cell proliferation resulting in discs composed of more than 15,000 cells at the beginning of pupation [7,15]. During the first two larval stages, the initially uniform disc is subdivided into an anterior antennal and a posterior retinal compartment by the action of two opposing morphogen gradients, which subsequently activate genes responsible for antennal development [16,17] and the retinal determination genes [15,18–24]. Approximately at the same time when the retinal part of the disc and the antennal region separate during the early L2 stage, the maxillary palp is defined in the ventral portion of the antennal part [25–27].

Once the eye-antennal disc is subdivided into the different organ precursors, cells within each compartment start to differentiate at L2/early L3 stages. In the retinal region, a differentiation wave that is established in the posterior most part of the equator region moves anteriorly. This wave is accompanied by a morphologically visible indentation, the so-called morphogenetic furrow (MF) [28]. In the region of the MF the expression of the proneural gene *atonal (ato)* becomes restricted to regularly spaced single cells posterior to the furrow [29,30]. Those cells are destined to become R8 photoreceptors, which subsequently recruit R1-R7 photoreceptors and associated cell types, such as cone and pigment cells from the surrounding cells [31–33].

The axons of successively forming photoreceptor cells need to be connected to the optic lobes to allow a functional wiring of the visual system with the brain. All axons are collected at the basal side of the eye-antennal disc and guided through the optic stalk throughout the L3 stage. This process is supported by retinal glia cells, which originate mainly by proliferation from 6–20 glia cells located in the optic stalk prior to photoreceptor differentiation [34–36]. These retinal glia cell types include migratory surface glia (including perineurial and subperineurial glia cells) and wrapping glia. Triggered by the presence of developing photoreceptor cells, the retinal glia cells enter the eye-antennal disc through the optic stalk and migrate towards the anterior part of the disc, always remaining posterior to the advancing morphogenetic furrow [34–36]. When photoreceptors differentiate, the contact of their growing axons with perineurial glia cells triggers the reprogramming of these glia cells into differentiated wrapping glia, which extend their cell membranes to ensheath bundles of axons that project to the brain lobes through the optic stalk [34,37,38]. The basally migrating perineurial glia cells and the wrapping glia ensheathed projecting axons are separated by two large polyploid carpet cells, each of them covering half of the retinal field [34]. The two carpet cells form septate junctions and express the G protein-coupled receptor (GPCR) encoded by the *moody* locus, both characteristics of the subperineurial surface glia type [34,39]. While subperineurial glia cells located in the brain remain there to form the blood-brain barrier, the carpet cells are thought to originate in the optic stalk [36], and during L2 and early L3 stages they migrate into the eye-antennal disc. Later during pupal stages, they migrate back through the optic stalk to remain beneath the lamina neuropil in the brain. However, so far it is not known, whether carpet cells or other retinal glia cell types eventually contribute to the formation of the blood-eye barrier, the retinal portion of the blood-brain barrier [40,41]. The carpet cells thus share features of subperineurial glia, but their extensive migratory behavior and their function in the eye-antennal disc suggest that these cells may exhibit distinct cellular features. However, so far, no carpet cell specific regulator has been identified that may be involved in specifying carpet cell fate.

Although eye-antennal disc growth and patterning, and especially retinal determination and differentiation, are among the most extensively studied processes in *D*. *melanogaster*, a systematic understanding of involved genes and their potential genetic and direct interactions is limited to the late L3 stage in the context of retinal differentiation [42–49]. Similarly, recent attempts to incorporate existing functional and genetic data into a gene regulatory network context covers mainly retinal determination and differentiation processes [50]. So far, a comprehensive profiling of gene expression dynamics throughout eye-antennal disc development is missing. The same holds true for the molecular control of retinal glia cell development. While the transcriptome of adult surface glia in the brain has been analyzed [51], retinal glia cells have not been comprehensively studied yet.

Here we present a dynamic genome wide expression analysis of *D*. *melanogaster* eye-antennal disc development covering late L2 to late L3 stages. We show that the transition from patterning to differentiation is accompanied by extensive remodeling of the transcriptional landscape. Furthermore, we identified central transcription factors that are likely to regulate a high number of co-expressed genes and thus key developmental processes in the different organ anlagen defined in the eye-antennal disc. One of these central factors is the C2H2 zinc-finger transcription factor Hunchback (Hb) [52] that has been extensively studied in *D*. *melanogaster* during early axis determination and segmentation [53,54]. It is also well-known for its role in the regulation of temporal neuroblast identity during embryogenesis, as it determines first-born identity in the neural lineage [55,56]. Here we show for the first time that *hb* is expressed in carpet cells and loss of function experiments suggest that its activity is necessary for carpet cell formation and/or migration and consequently for blood-brain barrier integrity. Eventually, we reveal putative Hb target genes and confirm that bioinformatically predicted targets are indeed expressed in developing carpet cells.

## Results

### Differential gene expression during *D*. *melanogaster* head development

Although compound eye development and retinal differentiation are among the most intensively studied processes in *D*. *melanogaster*, a comprehensive understanding of the underlying gene expression dynamics is still missing to date. To identify the genes expressed during *D*. *melanogaster* eye-antennal disc development and their expression dynamics, we performed RNA-seq on this tissue at three larval stages covering the process of retinal differentiation that is marked by the progression of the morphogenetic furrow. 

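The eye-antennal disc is the larval epithelium that gives rise to the compound eye, the antenna and the head capsule of the fly. RNA was sequenced from dissected discs at 72h, 96h and 120h AEL, with 3 libraries (A, B and C) per stage and 9 in all. Each library pooled 120 to 130 discs at 72h AEL, 80 to 90 at 96h AEL and 40 to 50 at 120h AEL. Discs came from larvae of both sexes at 72h AEL and from females at 96h and 120h AEL, so sex and stage differ together in the first transition. The labels mark the 120h AEL libraries, and not the others, as coming from a reanalysis, so any batch that this stands for cannot be told apart from that stage. The authors mapped untrimmed single-end reads with Bowtie2 to the longest coding sequence of each gene in FlyBase r5.55 and counted the reads per gene without regard to strand. They provided these raw counts, without normalization, for 13676 genes. Bowtie2 places a read that matches near-identical copies equally well on 1 of them, so counts within families such as the Jonah proteases, the glue proteins and the actins are uncertain gene by gene.

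Total counts were 31452584, 35818587 and 27681462 for 72h AEL replicates A, B and C, 37305763, 28206164 and 22786664 at 96h AEL, and 28486024, 17675472 and 25316846 at 120h AEL. At this depth, counting alone gave an error of 5.18% to 7.52% for a gene at 10 CPM (edgeR's counts scaled to a common library total), and 3 counts corresponded to 0.0804 to 0.170 CPM, depending on the library. These errors and floors cover counting only. The counts of 72h AEL replicates A and B differed by about as much as sampling noise alone gives (chi-square of 1.02 per gene over 10235 genes), whereas the other 8 pairs of libraries from 1 stage gave 36.2 to 488. Replicates A and B were therefore summed and counted as 1 sample, which leaves n = 2 at 72h AEL and n = 3 at the later stages; means ± SD at 72h AEL average replicate C with the mean of A and B. Here the counts were scaled with edgeR's TMM method, genes with low counts were removed separately for each transition with a filter built after the HTSFilter method named by the authors, and each pair of adjacent stages was compared with edgeR's quasi-likelihood test, two-sided. CPM values are TMM-normalized, and gene positions are those of the BDGP6 annotation. Gene lists written before the data were examined were tested with limma's camera, two-sided, on voom-transformed counts with a preset correlation of 0.01 between genes.

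Counts also followed the length of the coding sequence to a different degree in each library. Across the 9076 genes that passed the filter over all libraries, the Spearman correlation between coding sequence length and the log2 CPM of a library relative to the mean of all libraries was −0.48, −0.48 and −0.35 at 72h AEL, 0.57, 0.42 and 0.03 at 96h AEL, and 0.46, 0.06 and 0.38 at 120h AEL, for replicates A, B and C in turn. These correlations are across genes, which are not independent replicates. The median log2 fold change from 72h to 96h AEL was −0.70 in the shortest of 6 length classes of the genes (up to 600 bp) and 0.88 in the longest (from 2841 bp). The edgeR tests of genes, the camera tests of lists and the comparisons of Hb targets and of X-linked genes were therefore repeated. In the edgeR fits, the length trend of each library was taken out as an offset. For camera it was subtracted from log2 CPM without voom, so these tests also differ from the main ones in that. The length correction is an alternative chosen after seeing the data.

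**Figure D1:**
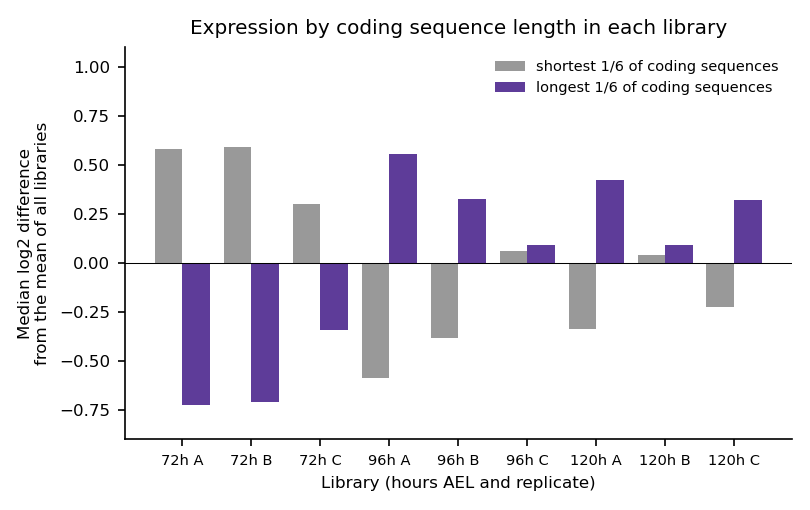
Median log2 expression relative to the mean of all libraries in the shortest and the longest of 6 classes of coding sequence length, per library. The shortest genes lie above the longest in the 72h AEL libraries (0.58 against −0.73 in replicate A) and below them in 96h AEL replicates A and B, while the classes are close together in 96h AEL replicate C and 120h AEL replicate B.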

The late L2 stage (72h after egg laying, AEL) represents the initiation of differentiation, at mid L3 stage (96h AEL) the morphogenetic furrow is in the middle of the retinal field and the late L3 stage (120h AEL) represents the end of morphogenetic furrow progression (Fig 1A). Multidimensional scaling clustering clearly indicated that the largest difference in gene expression (dimension 1) was between L2 eye-antennal discs (72h AEL) and L3 eye-antennal discs (96h and 120h AEL) (S1 Fig).

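Distances in the multidimensional scaling were computed as the leading log2 fold change between libraries, from the 500 genes that differed most in each pair. Dimension 1 held 72.8% of the variation and dimension 2 held 12.8%. The mean position on dimension 1 was −4.46 ± 1.52 (SD, n = 2) at 72h AEL, 1.61 ± 0.85 (SD, n = 3) at 96h AEL and 3.21 ± 0.25 (SD, n = 3) at 120h AEL. The stage means thus lay 6.07 apart between 72h and 96h AEL and 1.59 apart between 96h and 120h AEL, against a largest SD within a stage of 1.52. Library pairs from 72h and 96h AEL were 5.65 to 8.80 apart and pairs from 96h and 120h AEL 4.19 to 4.60. Within stages, the distance reached 4.51 at 72h AEL, where replicate C lay 4.50 and 4.51 from replicates A and B, 3.69 at 96h AEL and 2.81 at 120h AEL, so 72h AEL replicate C was about as far from its own stage as the 96h AEL libraries were from those of 120h AEL. Using all expressed genes in place of the top 500 moved the distances most, to 1.89 between the first pair of stages and 0.55 between the second, with the stages in the same order.

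**Figure D2:**
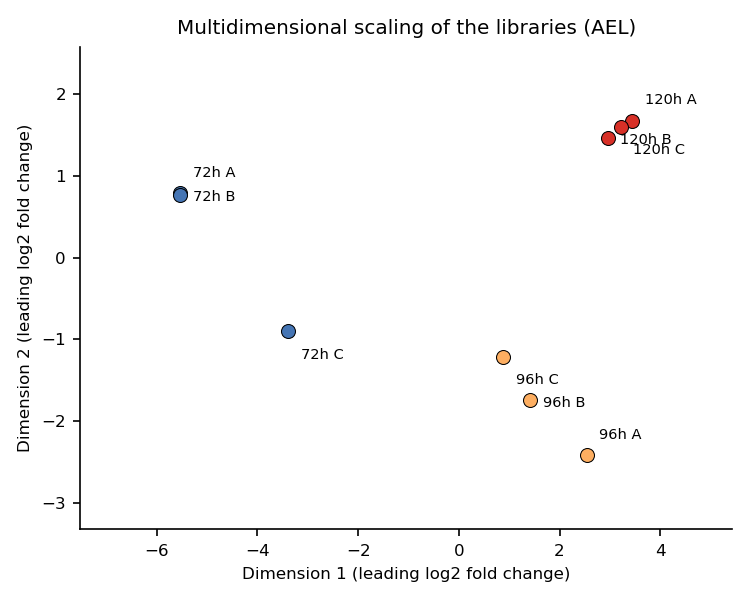
Positions of the 9 libraries on dimensions 1 and 2 of the multidimensional scaling, in leading log2 fold change, colored by stage and lettered by replicate. The 72h AEL libraries lie at negative values of dimension 1, with replicates A and B on top of each other, and the 96h and 120h AEL libraries at positive values.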

**Fig 1:**
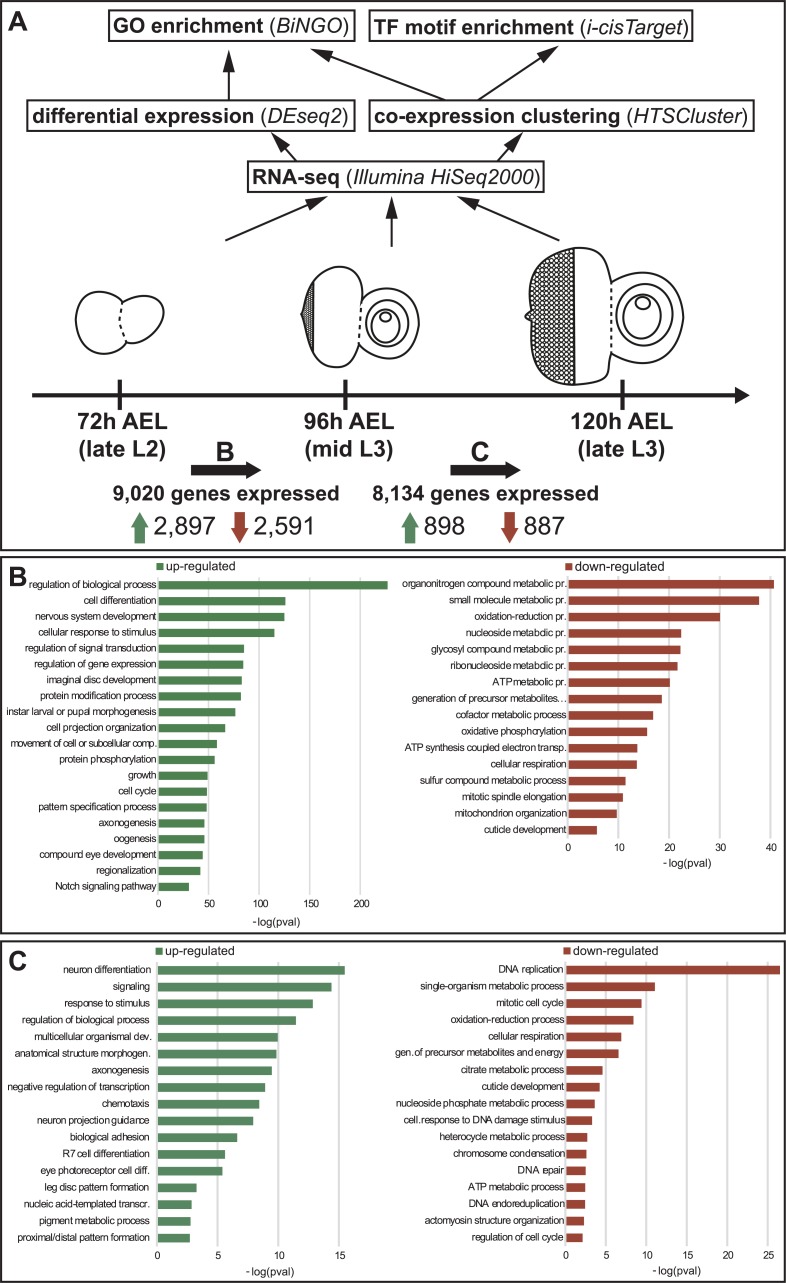
Analysis pipeline and expression dynamics at stage transitions. (A) The mRNA of eye-antennal imaginal discs was sequenced at three developmental stages: late L2, mid L3 and late L3. Upwards arrows illustrate the applied analysis pipeline. The total number of expressed genes for each stage transition is shown below the imaginal discs (**B:** late L2 to mid L3; **C:** mid L3 to late L3). The numbers next to the green arrows represent upregulated genes in each transition and the numbers next to the red arrow represent downregulated genes. (B) GO term enriched in the upregulated (green, left) and downregulated (red, right) genes in the transition from late L2 to mid L3 stage. (C) GO terms enriched in the upregulated (green, left) and downregulated (red, right) genes in the transition from mid L3 to late L3 stage.

After filtering out not expressed and very lowly expressed genes, we observed that 9,194 genes were expressed at least in one of the three sequenced stages. 

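In the count table, 102 of the genes had no count in any library. A filter after the HTSFilter method, which chooses the threshold on normalized counts at which replicates agree best on which genes are expressed, kept 9076 genes over the 3 stages, and 9137 when 72h AEL replicates A and B were used as separate samples. A rule of at least 1 CPM in at least 3 libraries kept 9344 genes. The choice that moved the number most was a minimum of 10 counts in any library, which kept 11454 genes. When each library was left out in turn, between 8889 and 9121 genes were kept.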

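Replicates separated the stages for many genes before any test was applied. From 72h to 96h AEL, 6399 of 8871 tested genes (72.1%) had normalized counts that did not overlap between the 2 samples of the earlier and the 3 of the later stage, whereas chance gives 20% for groups of these sizes. Between 96h and 120h AEL, the ranges of 3 and 3 libraries did not overlap for 2689 of 8117 tested genes (33.1%), where chance gives 10%. Since the share by chance differs between the transitions, the percentages are not directly comparable.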

As anticipated by the multidimensional scaling plot (S1 Fig), the number of genes that changed their expression between 72h AEL and 96h AEL was much larger than between 96h AEL and 120h AEL, (Fig 1A). In only 24 hours, during the transition from L2 to L3, 60% of the expressed genes changed their expression significantly. 

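Between 72h and 96h AEL, 3760 of 8871 tested genes (42.4%) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1718 were higher and 2042 lower at 96h AEL. For 3752 of them, the 2 samples of 72h AEL and the 3 of 96h AEL did not overlap. With an absolute log2 fold change over 1 as well, 2633 genes remained, 1095 higher and 1538 lower. DESeq2, the test the authors used, called 5168 of the same genes (58.3%), 2463 higher and 2705 lower. At an adjusted p under 0.01 in edgeR, 597 genes were called. Apart from this threshold, the number moved most with the samples: it was 5670 of 9004 genes (63.0%) with 72h AEL replicates A and B as separate samples, 1631 without 96h AEL replicate A and 646 without 96h AEL replicate B. Scaling by library size only moved the median log2 fold change of all genes from −0.05 to 0.45 and with it the balance of the calls, to 3182 higher and 1274 lower.

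Among genes with at least 10 CPM in the higher stage, the largest rise was that of *Larval serum protein 2* (*Lsp2*), at 7.67 (standard error 2.32, adjusted p = 0.0484 from edgeR), but its level at 96h AEL was set by replicate C, with 385 CPM against 17.5 and 11.0 CPM in replicates A and B. *CG5653* rose at least 82.2-fold from the detection floor (adjusted p = 0.00607), and *Fbp2*, *gl* and *ru* had log2 fold changes of 6.83, 6.32 and 5.35 in the same edgeR fit. The calls of *Lsp2* (8.20), *Fbp2* (7.21) and *ru* (5.50) were lost without 96h AEL replicate B, and that of *Lsp2* also without replicate A of 96h AEL (8.18) or replicate B of 72h AEL (7.52). The largest falls were those of *CG17127*, at least 2192-fold lower at 96h AEL, *Cpr64Ab*, at least 536-fold lower, and *CG33270*, at least 136-fold lower, all with at most 3 counts in every library of 96h AEL. *CG33270* had 1.32 CPM in 72h AEL replicate C, against 31.4 and 31.1 CPM in replicates A and B, and its call was lost without any of the 3 libraries of 96h AEL. *CG4229* and *TwdlC* fell by 12.13 and 12.06 on the log2 scale.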

In the transition from mid L3 to late L3, in contrast, only 22% of the genes underwent a change in their expression. 

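Between 96h and 120h AEL, 1189 of 8117 tested genes (14.6%) passed an adjusted p of 0.05 in the edgeR test, 675 higher and 514 lower at 120h AEL, and the 3 libraries of each stage did not overlap for any of them. An absolute log2 fold change over 1 was found for 842 of these, 482 up and 360 down. With DESeq2, 1845 genes (22.7%) were called, 919 up and 926 down. Each of the 6 fits that left out 1 library compared 2 libraries with 3, and they called 534 to 1358 genes, with the lowest number without 120h AEL replicate C, 578 without 96h AEL replicate B, 655 without 120h AEL replicate A and 767 without 96h AEL replicate A. When a library of 96h AEL was left out of both transitions, more genes were called in the first each time, with 1631 against 767 without replicate A, 3966 against 1358 without replicate C and 646 against 578 without replicate B, where the shares of the tested genes were 7.12% and 7.17%. The largest rises were those of the glue protein genes *Sgs5* and *Sgs5bis*, at least 316-fold and 232-fold higher at 120h AEL, *CG4950*, at least 255-fold higher, *Fbp1*, with a log2 fold change of 9.51, and *Sgs7*, with 9.21; *Fbp1* had 1215 and 1082 CPM in replicates A and C but 31.3 CPM in replicate B, and its call was lost without 96h AEL replicate B (9.48). *lcs* was at least 79.1-fold lower, a bound from the mean at 96h AEL, where replicates A, B and C had 3.98, 8.51 and 22.7 CPM. *CG32564*, *CG11350*, *CG44040* and *ng2* had log2 fold changes of −8.81, −7.49, −7.27 and −7.23. From the numbers of changed genes in the 2 transitions, the paper observes many more changes between late L2 and mid L3 than between mid and late L3. It had anticipated this from the multidimensional scaling, and it goes on to reason that the different sexes of the discs may account for part of it.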

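Genes on the X chromosome were compared with autosomal genes, although how far their expression depends on the sex of the larvae was not measured here. From 72h to 96h AEL, the median log2 fold change was 0.18 over 1409 tested X-linked genes and −0.08 over 7172 autosomal genes, a difference of 0.27. No other assignment of genes to the X reached it in 10000 permutations (two-sided p = 1e-04, the smallest they can give), although neighboring genes are not independent of each other. After the length correction the difference was 0.20. Between 96h and 120h AEL, where both stages were female, it was −0.07 and passed the same permutation test with the same p. Passing this test is therefore not specific to a difference in sex. The share of genes with an adjusted p-value under 0.05 in edgeR was 44.8% on the X and 42.1% on the autosomes in the first transition. X-linked calls were 25.9% higher and 18.9% lower at 96h AEL, and autosomal calls 17.8% higher and 24.2% lower.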

The observation that many more genes were significantly differentially expressed during the transition from late L2 stages to mid L3 stages may in part also be caused by the fact that only female discs were analyzed between 96h and 120h AEL, while we compared mixed males and females at 72h AEL with only females at 96h AEL during the first transition. Since about one third of all genes in *D*. *melanogaster* show signs of sex-specific expression [57], the differentially expressed genes in the first transition may also include some male or female biased genes. However, in a GO term analysis, we only found two terms associated with the search term “sex” (see Materials and Methods), namely “sex differentiation” (GO:0007548; padj = 5.35e-5; 47 genes) and “dosage compensation” (GO:0007549; padj = 2.61e-3; 15 genes) among those genes that were higher expressed at 96h AEL. 

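A list of 15 genes of sex determination and dosage compensation, among them *Sxl*, *dsx* and *msl-2*, had a median log2 fold change of 0.70 from 72h to 96h AEL over the 14 genes tested (adjusted p = 0.00305 from limma's camera), with 13 of them higher at 96h AEL. Of these genes, 6 were called higher by edgeR among all genes tested, and 6 when adjusted over the list alone; 0 were called lower, and 0 at an unadjusted p under 0.05. Between the female samples of 96h and 120h AEL, the median was 0.04 (adjusted p = 0.683 from limma's camera). Transcripts of the male germline were scarce at every stage, since 11 of 16 such genes stayed under 1 CPM in every library, and the 16 together made up 0.00170% to 0.00244% of the counts at 72h AEL and 0.00298% to 0.00432% at 96h AEL. Y-linked genes were not analysed here.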

None of the 165 terms was enriched in those genes higher at 72h AEL and among differentially expressed genes in the 96h vs. 120h comparison.

It has been shown that early eye-antennal disc stages are mainly characterized by patterning processes that subdivide the initially uniform disc into the individual organ anlagen [6,15,18,25,58–61]. Within organ-specific domains, further patterning processes define for instance the dorsal ventral axis in retinal field [62–64] or the proximal-distal axis of the antennae [65]. Additionally, the discs grow extensively throughout L1 and L2 stages mainly by cell proliferation [15,66]. Accordingly, the genes active at the late L2 stage were mostly involved in metabolic processes and generation of energy (Fig 1B). 

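Genes of energy metabolism were followed with 3 lists, of glycolysis, the citric acid cycle and oxidative phosphorylation. The median log2 fold change from 72h to 96h AEL was −1.36 over 11 genes of glycolysis, with 1 gene higher at 96h AEL (adjusted p = 2.60e-04 from limma's camera), −0.90 over 14 genes of the citric acid cycle, with 0 higher (adjusted p = 3.08e-04), and −1.20 over 25 genes of oxidative phosphorylation, with 0 higher (adjusted p = 2.07e-08). In the edgeR test, 9 genes of glycolysis, 8 of the citric acid cycle and all 25 of oxidative phosphorylation were significantly lower at 96h AEL among all genes tested; adjusted over the list alone, the numbers were 10, 10 and 25. None of the genes in these lists was higher, at an adjusted or an unadjusted p under 0.05 (0 and 0). *Gapdh1* (FBgn0001091) fell from 1275 ± 128 CPM (SD, n = 2) at 72h AEL to 369 ± 24.9 CPM (SD, n = 3) at 96h AEL, with a log2 fold change of −1.84 (standard error 0.18, adjusted p = 0.00420 from edgeR), and *Ldh* (FBgn0001258) from 643 ± 32.2 to 128 ± 68.7 CPM, a log2 fold change of −2.39 (standard error 0.51, adjusted p = 0.0232), a call that was lost without 96h AEL replicate B (−2.40). Among the other lists, that of 70 mitochondrial ribosomal proteins had a median of −0.82 (adjusted p = 2.95e-12 from limma's camera), with 55 genes called lower by edgeR, or 64 when adjusted over the list alone. The length correction changed this median to −0.42 (adjusted p = 1.06e-06 from limma's camera). For 78 cytoplasmic ribosomal proteins the median was −0.54 (adjusted p = 4.89e-07), which the length correction changed to −0.06 (adjusted p = 0.978 from limma's camera, the highest over its alternatives, whose lowest was 3.56e-09).

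Of 20 lists tested from 72h to 96h AEL, 12 had an adjusted p-value under 0.05, 4 with higher and 8 with lower expression at 96h AEL. The estimate of the correlation between genes moved this number most, since camera with a correlation estimated for each list called 0 lists, with 2 at an unadjusted p under 0.05. Under limma's fry, 8 of the 12 calls held, among them those of glycolysis, the citric acid cycle, oxidative phosphorylation and the mitochondrial ribosomal proteins. The calls of lists were also not specific to the split by stage, because the 9 other splits of the same samples into 2 and 3 called 6 to 13 lists, while they called 0 genes with edgeR (5 to 2098 genes at an unadjusted p under 0.05).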

At the end of L2 stages, the patterning processes are mostly concluded and differentiation starts within each compartment. For instance, in the retinal field the progression of the differentiation wave is accompanied by a reduction in cell proliferation [8,10]. Therefore, mostly genes related to cell differentiation, nervous system development, pattern specification and compound eye development were significantly up-regulated at the mid L3 stage (Fig 1B). 

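A list of 23 genes of photoreceptor differentiation, written from the genes known for this process, had the strongest rise of the lists tested. Its median log2 fold change from 72h to 96h AEL was 2.62 over the 20 genes tested, of which 19 were higher at 96h AEL (adjusted p = 8.85e-06 from limma's camera, a call that fry also made). In the edgeR test, 16 of these genes were significantly higher and 1 lower; adjusted over the list alone, 17 were higher and 1 lower. *sevenless* (*sev*, FBgn0003366), which encodes the receptor that specifies R7, rose from 8.62 ± 0.714 CPM (SD, n = 2) to 63.4 ± 11.0 CPM (SD, n = 3), a log2 fold change of 2.83 (standard error 0.23, adjusted p = 0.00277 from edgeR), and the neuronal gene *Appl* (FBgn0000108) had a log2 fold change of 2.80 (standard error 0.22, adjusted p = 0.00277). *lozenge* (*lz*, FBgn0002576) rose from 0.833 ± 0.575 CPM at 72h AEL by a log2 fold change of 4.96 (standard error 0.62, adjusted p = 0.00768 from edgeR). With a median of 0.73 (adjusted p = 3.20e-05 from limma's camera), 21 of 21 genes of mitosis were higher at 96h AEL too, and 12 of them were called by edgeR, as they were when adjusted over the list alone. The median of the mitosis list was 0.36 after the length correction (adjusted p = 0.00171 from limma's camera). The list of 31 genes of DNA replication rose by a median of 0.23 (adjusted p = 0.0283 from limma's camera), with 25 genes higher, but it was not called after the length correction (median 0.04), with fry or without 96h AEL replicate B (median 0.21), and its adjusted p ranged from 0.00151 to 0.593 over the alternatives. Of 11 tested genes of glia, 6 were called higher and 1 lower by edgeR, while the list, with a median of 0.71, was called by limma's fry and not by camera (adjusted p = 0.295), and the median was 0.037 after the length correction (adjusted p = 0.833 from limma's camera).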

During the transition from the mid L3 stage to the late L3 stage again genes related to metabolism and energy production were down-regulated (Fig 1C). This may be explained by the fact that at 96h AEL the disc has not yet reached its final size, and cells anterior to the morphogenetic furrow still proliferate [10]. Also, directly behind the morphogenetic furrow one last synchronous cell division takes place to give rise to the last cells of the photoreceptor clusters (R1, R6 and R7) [10,60]. 

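Between 96h and 120h AEL, the median log2 fold change was −0.61 over the 14 genes of the citric acid cycle, with 1 higher at 120h AEL (adjusted p = 1.26e-04 from limma's camera), and −0.33 over the 25 genes of oxidative phosphorylation, with 0 higher (adjusted p = 1.04e-05). In the edgeR test, 3 genes of each list were significantly lower, and 6 and 7 when adjusted over the list alone. The call for oxidative phosphorylation did not hold under fry, whereas that for the citric acid cycle did. Glycolysis was not lower by this test, with a median of −0.08 (adjusted p = 0.631), 4 of 11 genes higher at 120h AEL and no gene called by edgeR; at an unadjusted p under 0.05, 1 was higher and 2 were lower. *Gapdh1* stood at 256 ± 47.1 CPM (SD, n = 3) and *Ldh* at 50.8 ± 9.79 CPM at 120h AEL, with adjusted p-values of 0.135 and 0.107 from edgeR for their decrease. DNA replication was the list with the lowest p-value in this transition, with a median of −0.59 and 1 of 31 genes higher (adjusted p = 6.32e-12 from limma's camera); 15 genes were called lower by edgeR and 26 when adjusted over the list alone. For the 21 genes of mitosis, the median was −0.50 (adjusted p = 8.85e-06), with 1 gene higher, 2 called lower by edgeR and 6 when adjusted over the list alone. In all, 10 of 20 lists were called for this transition, 3 with higher and 7 with lower expression, of which fry kept 6; camera with an estimated correlation called 0, with 4 at an unadjusted p under 0.05. The median of the 70 mitochondrial ribosomal proteins was 0.01 (adjusted p = 0.438 from limma's camera) and was called lower after the length correction (−0.11), without 96h AEL replicate A (−0.12) and without 120h AEL replicate B (−0.14). That of the 78 cytoplasmic ribosomal proteins was −0.14 (adjusted p = 0.00702 from limma's camera), a call that was lost under fry, without 96h AEL replicate C (−0.04) and without 120h AEL replicate A (−0.02).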

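The list of photoreceptor differentiation rose again from 96h to 120h AEL, by a median log2 fold change of 1.41 over 22 genes, 20 of which were higher at 120h AEL (adjusted p = 6.59e-10 from limma's camera). Of these, 14 were significantly higher in the edgeR test and 0 lower (0 at an unadjusted p under 0.05); adjusted over the list alone, 16 were higher. *Appl* had a log2 fold change of 2.44 (standard error 0.27, adjusted p = 0.00273 from edgeR). A list of genes that respond to ecdysone, the hormone of the larval and pupal molts, had a median of 0.99 over 20 genes (adjusted p = 4.93e-05 from limma's camera), with 16 higher at 120h AEL, 9 called higher by edgeR and 0 lower (1 at an unadjusted p under 0.05), or 12 higher when adjusted over the list alone. Both calls held under fry. From 72h to 96h AEL, the same ecdysone list had shown no common direction, with a median of −0.08 over 22 genes (adjusted p = 0.863 from limma's camera) that became 0.44 when libraries were scaled by size only and −0.72 after the length correction (adjusted p = 0.281 from limma's camera). The list of glia genes, with 8 of 11 higher and a median of 0.23, was again called by limma's fry and not by camera (adjusted p = 0.295).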

In the light of ongoing differentiation, genes active at the late L3 stage belonged to GO categories related to differentiation processes (Fig 1C). At this stage, terms related to processes taking place late during eye-antennal disc development [10] such as R7 cell differentiation or pigment metabolic process (Fig 1C) were also obtained.

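*sev*, which acts in the R7 precursor, reached 206 ± 2.06 CPM (SD, n = 3) at 120h AEL, with a log2 fold change from 96h AEL of 1.77 (standard error 0.17, adjusted p = 0.00183 from edgeR), and *lz* reached 72.8 ± 7.00 CPM (log2 fold change 1.56, adjusted p = 0.00656). Among the pigment genes, *white* (*w*, FBgn0003996) rose from 3.30 ± 1.06 CPM (SD, n = 3) at 96h AEL to 43.4 ± 5.27 CPM at 120h AEL (log2 fold change 3.79, standard error 0.27, adjusted p = 8.22e-04 from edgeR). *cinnabar* (*cn*, FBgn0000337) rose from 3.07 ± 0.738 to 32.3 ± 4.87 CPM (log2 fold change 3.47, standard error 0.24, adjusted p = 8.22e-04). These calls of *sev*, *lz*, *w* and *cn* held with each library left out in turn. As a whole, however, the list of eye pigment genes moved less, with a median log2 fold change of 0.21 over 14 genes and 9 of them higher (adjusted p = 0.0606 from limma's camera), although fry called it. In the edgeR test, 2 of the 14 were called higher among all genes tested and 0 lower (4 higher and 0 lower at an unadjusted p under 0.05). In the earlier transition, the list had a median of 0.46 (adjusted p = 0.608 from limma's camera), with 4 genes called higher and 3 lower, and the median was −0.06 after the length correction.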

In summary, the pairwise comparison of expression levels of genes expressed at the three studied stages of eye-antennal disc development recapitulate the key transition from pattering and proliferation processes to differentiation.

### Co-expression clustering reveals gene expression dynamics during eye-antennal disc development

In order to better characterize the different expression dynamics of the expressed genes, we performed a co-expression clustering analysis based on Poisson Mixture models [67]. Manual comparison of the different outputs showed that the 13 clusters predicted by one of the models (Djump, [68]) were non-redundant and sufficiently described all the expression profiles present in the data. 

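The authors' cluster assignment, which they made from the same libraries with HTSFilter and HTSCluster, lists 8836 genes. Of these, 8743 passed the filter used here over the 3 stages and 93 did not. A further 333 genes passed the filter and have no cluster. Because the clusters were built from these libraries, the profiles of their genes in the same counts describe the clusters and are not independent evidence for them.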

A total of 8,836 genes could be confidently placed in one of these clusters (maximum a posteriori probability (MAP) > 99%). 

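For each gene of a cluster, the mean CPM at 72h, 96h and 120h AEL was expressed as a share of the sum of the 3 means, and these shares were averaged over the genes of the cluster, with clusters numbered as by the authors. The SD given with a share is that of the libraries of the stage (n = 2 at 72h AEL and n = 3 at the other stages). Genes of cluster 1 had 95.9% ± 60.0 of their expression at 72h AEL, 2.91% ± 1.32 at 96h AEL and 1.19% ± 0.0860 at 120h AEL. The wide error at 72h AEL comes from replicate C, in which 310 of 693 genes of the cluster (44.7%) were more than 4-fold lower than in replicates A and B. Shares at 72h, 96h and 120h AEL were 78.5% ± 12.8, 13.5% ± 3.07 and 8.01% ± 1.22 in cluster 2, and 58.6%, 25.3% and 16.1% in cluster 3. At 72h AEL the share was 44.9% ± 2.78 in cluster 4, 35.9% ± 0.984 in cluster 6 and 27.2% ± 2.47 in cluster 7. Cluster 5 had 43.4% ± 3.17 at 72h AEL, 15.9% ± 5.02 at 96h AEL and 40.7% ± 1.02 at 120h AEL. The share at 96h AEL was the highest of the stages in clusters 7 to 10, with 45.7% ± 8.00 in cluster 9, and the share at 120h AEL in clusters 11 to 13, with 42.0% ± 5.63, 54.9% ± 0.480 and 78.6% ± 1.31. Cluster 13 still had 12.4% ± 4.00 of its expression at 96h AEL. Clusters 1 to 6 were highest at 72h AEL, but when libraries were scaled by size only, clusters 5 and 6 were highest at 120h AEL, and so were clusters 7 and 10. Without 72h AEL replicate C, cluster 5 was highest at 120h AEL as well (42.2%, against 41.5% at 72h AEL), and so was cluster 10 without 96h AEL replicate A (42.0%, against 41.4% at 96h AEL).

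**Figure D3:**
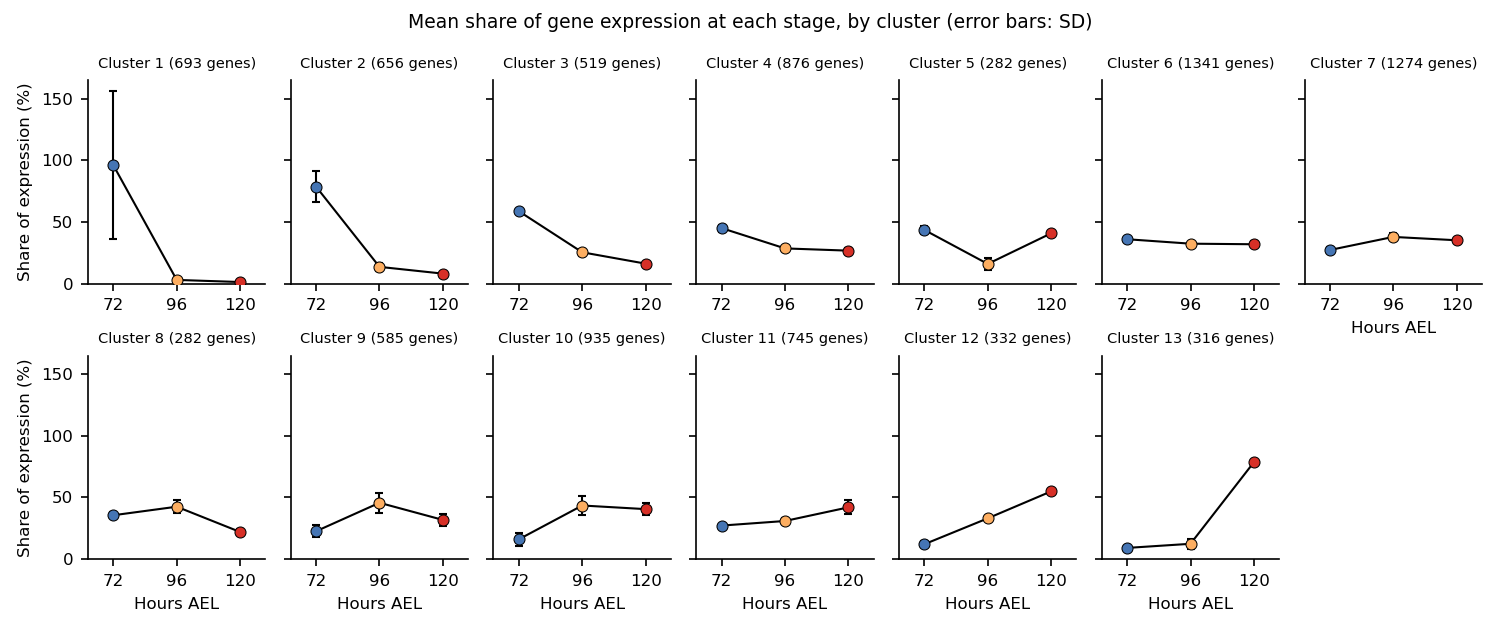
Mean share of expression at 72h, 96h and 120h AEL, in percent of the sum of the stage means, over the genes of each of the 13 clusters; error bars are the SD between the libraries of a stage. Clusters 1 to 6 are highest at 72h AEL, clusters 7 to 10 at 96h AEL and clusters 11 to 13 at 120h AEL.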

We ordered the predicted 13 clusters according to their expression profile (Fig 2): four clusters contained clearly early expressed genes, two of them contained genes expressed only at 72h AEL (cluster 1 and 2) and two contained genes predominantly expressed early, but also with low expression at 96h and/or 120h AEL (clusters 3 and 4); one cluster showed down-regulation at 96h AEL, but a peak of expression again at 120h AEL (cluster 5); the genes in the largest clusters showed almost constant expression throughout the three stages (clusters 6 and 7); one cluster showed constant expression at 72h AEL and 96h AEL and down-regulation at 120h AEL (cluster 8); one cluster showed a peak of expression at 96h AEL (cluster 9) and four clusters contained genes with predominantly late expression, one with high and constant expression at 96h AEL and 120h AEL (cluster 10), two with up-regulation in both transitions (cluster 11 and cluster 12) and one with genes expressed only at 120h AEL (cluster 13).

**Fig 2:**
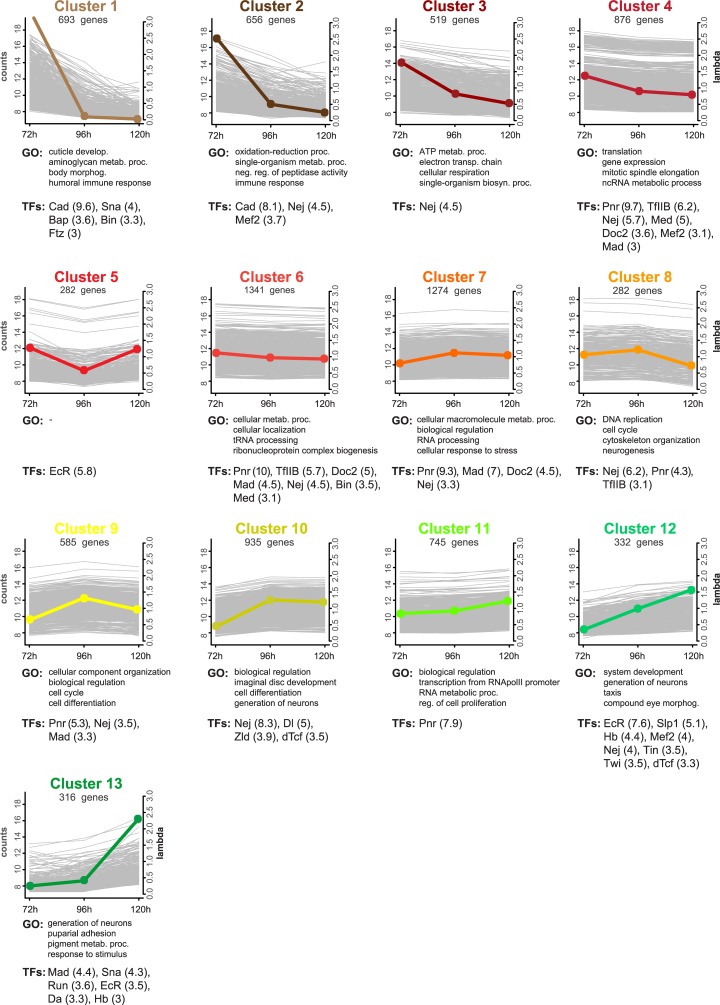
Co-expression clusters. All 13 profiles of co-expressed genes predicted by HTSCluster (see Materials and Methods). The number of genes assigned to a particular cluster are indicated below the cluster name. Colored dots represent relative expression levels (lambda value) of the genes of that cluster (y-axis on the right) at each stage. Background grey lines represent the normalized mean count of all genes belonging to a cluster (y-axis on the left). Below each cluster plot, the first four non-redundant GO terms enriched in the genes of that cluster are listed (see S1 Table) and the significantly enriched transcription factors (NES > 3, see S2 Table) are shown (the NES value is given in brackets).

A GO enrichment analysis for the genes in the individual clusters showed that the genome-wide co-expression profiling and subsequent ordering of the clusters recapitulated the consecutive biological processes that take place during eye-antennal disc development with a great resolution (Fig 2, S1 Table). For instance, we found genes related to energy production mainly in clusters 2 and 3, while genes more specific for terms related to mitosis and cell cycle were found in clusters 4, 8 and 9. For example, cluster 8 grouped genes that were similarly high expressed at 72h and 96h AEL, and their expression decreases at 120h AEL. 

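Of the 51 genes in the 3 lists of energy metabolism, 50 have a cluster, and 38 of these lie in clusters 2 and 3, where 6.65 would be drawn from 8836 clustered genes by chance (Fisher's exact test, two-sided, p = 7.22e-24). Muscle genes were concentrated there too, with 13 of 14 in clusters 2 and 3 (1.86 by chance, p = 4.72e-11, Fisher's exact test). Whether muscle RNA adds to the energy genes of these clusters was not tested. Cluster 3 holds 24 genes of oxidative phosphorylation, 8 of the citric acid cycle and 3 of glycolysis. Cluster 2 holds 3 genes of glycolysis (adjusted p = 0.219 over 260 tests, Fisher's exact test) and 0 of the other lists. A further 7 lie in cluster 4, against 4.96 by chance (p = 0.338, Fisher's exact test). Of the 21 genes of mitosis, 16 lie in clusters 4, 8 and 9 (4.14 by chance, p = 3.66e-08, Fisher's exact test), with 11 in cluster 9 and 5 in cluster 8, which leaves 0 in cluster 4. In cluster 4, 62 of the 69 clustered mitochondrial ribosomal proteins (6.84 by chance) and 70 of the 78 cytoplasmic ones (7.73 by chance) were found. Genes of a list share their regulation and are not independent draws, so these p-values describe the lists and not new samples.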

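The genes of cluster 8 had 35.5% ± 2.26 of their expression (mean ± SD, n = 2) at 72h AEL, 42.5% ± 5.08 (n = 3) at 96h AEL and 22.0% ± 2.43 (n = 3) at 120h AEL. Of 282 genes tested from 72h to 96h AEL, 6 were significantly higher in the edgeR test and 0 lower (24 and 0 at an unadjusted p under 0.05). In the next transition, to 120h AEL, 123 of 275 were significantly lower and 0 higher (223 and 0 at an unadjusted p under 0.05). The median log2 fold change of the cluster was 0.19 in the first transition and −0.67 in the second.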

The enrichment of GO terms related to DNA replication and cell cycle control (Fig 2; S1 Table), corresponds with the fact that active proliferation takes place at these stages [60]. Thus, other genes that were grouped in this cluster, but for which no previous knowledge is available, are likely also related to these biological functions. 

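Of the 30 genes of DNA replication that have a cluster, 21 lie in cluster 8, where 0.957 would be drawn by chance (Fisher's exact test, two-sided, p = 2.02e-25). *Mcm5* (FBgn0017577), which encodes a subunit of the replicative helicase and lies on 3R from 10788524 to 10791150, stood at 166 ± 0.847 CPM (SD, n = 2) at 72h AEL, 249.9 ± 37.2 CPM (SD, n = 3) at 96h AEL and 124 ± 24.5 CPM (SD, n = 3) at 120h AEL. Its log2 fold change was 0.53 (standard error 0.19, adjusted p = 0.0692 from edgeR) in the first transition, in which DESeq2 called it, and −0.93 (standard error 0.19, adjusted p = 0.0217) in the second. The second call was lost without 96h AEL replicate A (−0.88) or B (−0.88) and without 120h AEL replicate C (−0.98).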

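Clusters 10 to 13 differ in the transition at which their genes rose in the edgeR test. At 96h AEL relative to 72h AEL, 792 of 930 tested genes of cluster 10 were significantly higher, 34 of 720 of cluster 11, 221 of 303 of cluster 12 and 64 of 152 of cluster 13. Significantly lower were 0 genes of clusters 10, 11 and 12 (0, 2 and 0 at an unadjusted p under 0.05) and 9 of cluster 13. At 120h AEL relative to 96h AEL, 1 of 927 tested genes of cluster 10 was significantly higher, 107 of 734 of cluster 11, 167 of 324 of cluster 12 and 262 of 292 of cluster 13. None of the 4 clusters had a gene called lower in this transition, where 7 genes of cluster 10 and 0 of clusters 11, 12 and 13 were lower at an unadjusted p under 0.05. The median log2 fold change of cluster 13 was 2.61 between 96h and 120h AEL, and that of cluster 12 was 1.44 in the first and 0.76 in the second transition.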

Genes up-regulated in the later stages were separated in more specific clusters, and most of the enriched GO terms were related to differentiation and neuron and eye development. For instance, cluster 10 contained the more general term “imaginal disc development”, while cluster 12 showed enrichment for “compound eye morphogenesis”, and cluster 13 was the only with enriched terms related to pupation processes and pigmentation.

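Of the 22 genes of photoreceptor differentiation that have a cluster, 19 lie in clusters 12 and 13, where 1.61 would be drawn by chance (Fisher's exact test, two-sided, p = 2.69e-19). Cluster 13 holds 6 of 10 salivary gland genes (adjusted p = 8.78e-06 over 260 tests, Fisher's exact test). It holds 3 of 9 fat body genes and 3 of 9 hemocyte genes (adjusted p = 0.0272 for each, Fisher's exact test). Of 16 eye pigment genes it holds 3 (0.572 by chance, p = 0.0179, Fisher's exact test), not significant when adjusted over 260 tests (adjusted p = 0.101). It also holds 4 of 23 genes of the ecdysone response (0.823 by chance, p = 0.0083, Fisher's exact test), likewise not significant (adjusted p = 0.0553). *Ecdysone-inducible gene E2* (*ImpE2*, FBgn0001254), in cluster 13, had the largest change of these between 96h and 120h AEL, from 11.6 ± 3.70 CPM (SD, n = 3) to 1521 ± 779 CPM, a log2 fold change of 7.11 (standard error 0.51, adjusted p = 8.22e-04 from edgeR). It had fallen before, from 107 ± 38.0 CPM (SD, n = 2) at 72h AEL, with a log2 fold change of −3.26 (standard error 0.35, adjusted p = 0.00539 from edgeR).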

In order to get an overview of the presence of key eye developmental genes in the individual clusters, we mapped the clusters onto the FlyODE network (Fig 3) that comprises manually curated interactions of genes involved in retina development [50]. Only ten of the 146 genes of this network were not present in any of the 13 clusters, either because they did not pass the expression level or the cluster assignment thresholds (grey nodes in Fig 3). 

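The genes of the network were read here from the labels of Fig 3, which gave 93 symbols, while the paper's network holds 146 genes, so the numbers cover only a part of it and no set test was run. Of the 93 symbols, 87 were matched to a gene of the count table, 78 of which have a cluster and 9 do not. The genes without a cluster are *tj*, *ninaE*, *Rh2*, *Rh3*, *Rh4*, *grim*, *Pph13*, *Cpn* and *mats*, of which only *mats* passed the filter over the 3 stages.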

Apart from the cell death regulator *reaper (rpr)* (cluster 3), all other genes of this network are present in clusters 7 to 13 (Fig 3), that represent genes with constant expression throughout the three stages (clusters 7 to 9) or with increasing expression at later stages (clusters 10 to 13) (Fig 2). This observation is in accordance with the nature of the FlyODE network that covers mainly stages of retinal differentiation from the third instar to the adult [50]. 

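Of the 78 clustered genes read from the network, 77 lie in clusters 7 to 13, with 21 in clusters 7 to 9 and 56 in clusters 10 to 13. Cluster 10 holds the most, with 25 genes, followed by cluster 12 with 19 and cluster 9 with 13. The exception is *rpr* (FBgn0011706, on 3L from 18397535 to 18398435), in cluster 3, at 21.5 ± 0.499 CPM (SD, n = 2) at 72h AEL, 15.2 ± 2.20 CPM (SD, n = 3) at 96h AEL and 6.16 ± 0.994 CPM at 120h AEL. Its log2 fold change was −0.55 (standard error 0.21, adjusted p = 0.0810 from edgeR) in the first transition and −1.23 (standard error 0.22, adjusted p = 0.0143) in the second. The direction of the first change depended on the length correction, under which it was 0.33, since *rpr* has a coding sequence of only 198 bp, and the second call was lost without 96h AEL replicate B (−1.24) and without 120h AEL replicate A (−1.20) or C (−1.13). From 72h to 96h AEL, 55 of 79 tested genes of the network were significantly higher in the edgeR test and 0 lower (61 and 1 at an unadjusted p under 0.05), and from 96h to 120h AEL 14 were higher and 8 lower.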

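The expression of 7 genes that direct the early eye field was followed through the 3 stages, as mean CPM ± SD (n = 2 at 72h AEL, n = 3 at 96h and 120h AEL). *ey* (FBgn0005558, on 4 from 697689 to 721173) stood at 175 ± 5.37, 276 ± 65.1 and 130.4 ± 8.19 CPM at 72h, 96h and 120h AEL, *so* (FBgn0003460, on 2R from 7419350 to 7434872) at 67.6 ± 4.12, 104 ± 17.8 and 94.2 ± 3.96 CPM, *dac* (FBgn0005677, on 2L from 16466512 to 16485998) at 61.5 ± 16.2, 496 ± 94.6 and 236 ± 53.5 CPM, and *Optix* (FBgn0025360, on 2R from 8031283 to 8042529) at 119 ± 16.8, 189 ± 51.0 and 76.7 ± 9.64 CPM. *eya* (FBgn0000320, on 2L from 6527447 to 6546976) stood at 127 ± 14.9, 426 ± 83.2 and 364 ± 16.3 CPM, *toy* (FBgn0019650, on 4 from 989725 to 1007922) at 133 ± 30.7, 298 ± 34.1 and 286 ± 5.10 CPM, and *eyg* (FBgn0000625, on 3L from 12462537 to 12468021) at 19.1 ± 1.73, 25.0 ± 6.72 and 39.8 ± 4.45 CPM.

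In the first transition, *dac* rose most, with a log2 fold change of 2.96 (standard error 0.29, adjusted p = 0.00438 from edgeR), followed by *eya* with 1.69 (standard error 0.24, adjusted p = 0.0101) and *toy* with 1.11 (standard error 0.22, adjusted p = 0.0196). The calls of *eya* and *toy* were lost without 96h AEL replicate B (1.56 and 1.05), and that of *toy* without replicate A too (1.16). The changes of *ey* (0.60, adjusted p = 0.0917 from edgeR), *so* (0.57, adjusted p = 0.0584), *Optix* (0.61, adjusted p = 0.113) and *eyg* (0.34, adjusted p = 0.319) did not pass the threshold; DESeq2 called *ey*, *so* and *Optix*, and the sign of *ey* was lost after the length correction (−0.01). From 96h to 120h AEL, *ey* (−1.00, adjusted p = 0.0148 from edgeR), *dac* (−0.99, adjusted p = 0.0299) and *Optix* (−1.23, adjusted p = 0.0110) were lower. The call of *Optix* held with each library left out, that of *ey* was lost without 120h AEL replicate A (−0.97) or C (−0.97), and that of *dac* was lost without 96h AEL replicate A (−1.00) or B (−0.86) and without 120h AEL replicate A (−1.10) or C (−1.07). *eyg* rose by 0.75 with an adjusted p of 0.0493 from edgeR, a call lost in every fit that left out 1 library except 96h AEL replicate B (0.60 to 0.83). No change between 96h and 120h AEL was detected for *so* (−0.06, adjusted p = 0.804 from edgeR), *eya* (−0.15, adjusted p = 0.599) and *toy* (0.02, adjusted p = 0.942), and the signs of *so* and *toy* were not stable between settings.

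**Figure D4:**
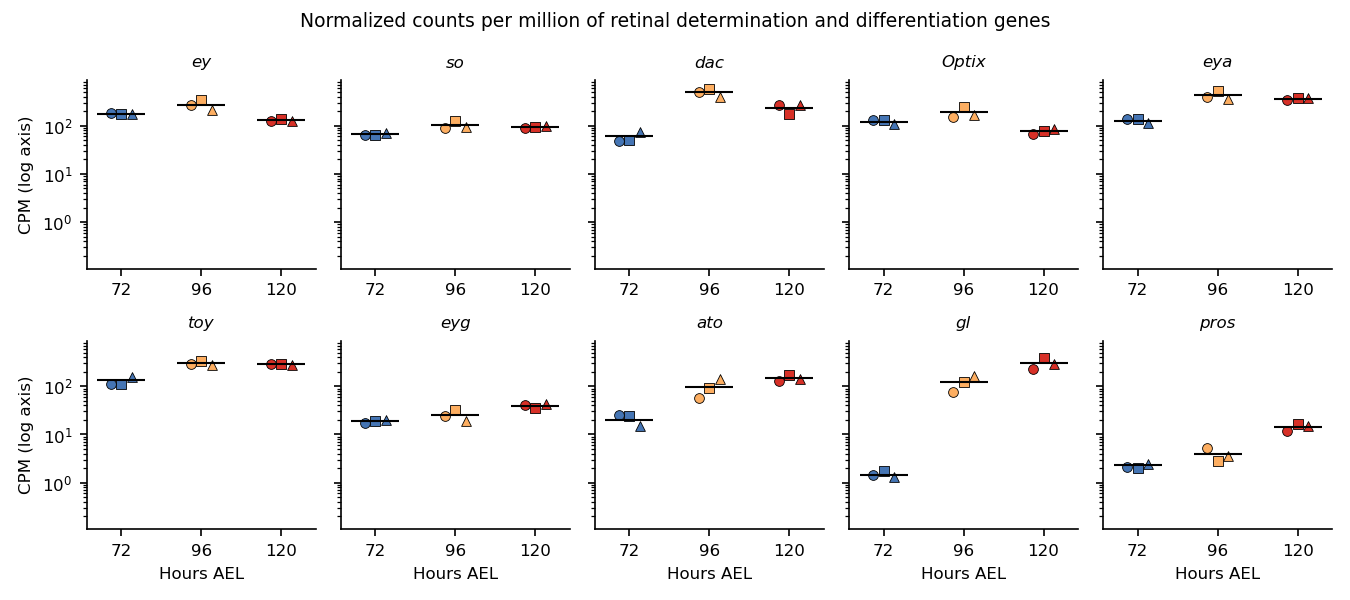
TMM-normalized CPM of *ey*, *so*, *dac*, *Optix*, *eya*, *toy* and *eyg* in each library at 72h, 96h and 120h AEL, on a log axis, with points for libraries and lines through the stage means. The mean of *dac* rises from 61.5 to 496 CPM between 72h and 96h AEL and falls to 236 CPM at 120h AEL.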

The most prominent retinal determination genes [7,10] *eyeless (ey)*, *sine oculis (so)*, *dachshund (dac)* and *optix/six3* are present in clusters 7 to 9, while *eyes absent (eya)*, *twin of eyeless (toy)* and *eye gone (eyg)* were found in clusters 10 and 11. Among the genes expressed during late L3 stages in clusters 12 and 13 we found central genes involved in photoreceptor and neuronal differentiation [10] such as *atonal (ato)*, *glass (gl)* and *prospero (pros)* (Figs 2 and 3). 

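*ato* (FBgn0010433, on 3R from 8278052 to 8279274) stood at 20.1 ± 6.94 CPM (SD, n = 2) at 72h AEL, 96.7 ± 41.2 CPM (SD, n = 3) at 96h AEL and 149 ± 23.5 CPM at 120h AEL, with a log2 fold change of 2.22 (standard error 0.48, adjusted p = 0.0234 from edgeR) in the first and 0.68 (standard error 0.33, adjusted p = 0.243) in the second transition. The first call was lost without 96h AEL replicate B (2.27), and the second rise was called without 96h AEL replicate C (1.08). *gl* (FBgn0004618, on 3R from 18367927 to 18372738) rose from 1.46 ± 0.193 to 121 ± 44.0 and 299 ± 76.7 CPM, by 6.32 (standard error 0.48, adjusted p = 0.00255 from edgeR) and then by 1.37 (standard error 0.33, adjusted p = 0.0389) on the log2 scale. The second call of *gl* was lost after the length correction and in each of the fits without 1 library, with values from 1.11 to 1.52, except in that without 96h AEL replicate C. *pros* (FBgn0004595, on 3R from 11328480 to 11407627) was lower, at 2.27 ± 0.287, 3.85 ± 1.19 and 14.4 ± 2.61 CPM, and rose mainly in the second transition, by 1.98 (standard error 0.29, adjusted p = 0.00701 from edgeR). From 72h to 96h AEL its log2 fold change was 0.71 (adjusted p = 0.255 from edgeR), which turned to −0.38 after the length correction.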

Members of well-known developmental signaling pathways such as the Wnt, BMP and Hh pathways, EGFR, Notch and cell cycle related genes (e.g. *CycE*) were present in cluster 10 (Fig 3) that grouped genes with similarly high expression at 96h AEL and 120h AEL (Fig 2). 

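*Notch* (*N*, FBgn0004647, on X from 3134870 to 3172221) rose from 61.4 ± 32.9 CPM (SD, n = 2) at 72h AEL to 381 ± 98.0 CPM (SD, n = 3) at 96h AEL, with a log2 fold change of 2.58 (standard error 0.45, adjusted p = 0.0157 from edgeR), and *Egfr* (FBgn0003731, on 2R from 21522420 to 21559977) from 70.0 ± 19.9 to 255 ± 56.5 CPM, with 1.81 (standard error 0.30, adjusted p = 0.0137). *CycE* (FBgn0010382, on 2L from 15727581 to 15748150) rose from 21.9 ± 11.2 to 60.3 ± 8.56 CPM, with 1.41 (standard error 0.35, adjusted p = 0.0320 from edgeR). Without 96h AEL replicate B the calls of all 3 were lost (2.61, 1.81 and 1.39), and that of *CycE* also without replicate A (1.37). At 120h AEL the levels were 331 ± 94.1 CPM (SD, n = 3) for *N*, 239 ± 42.7 CPM for *Egfr* and 43.3 ± 8.00 CPM for *CycE*, and no change from 96h AEL was detected for any of them (adjusted p = 0.803, 0.972 and 0.189 from edgeR). The log2 fold changes of *N* (−0.12) and *Egfr* (−0.01) between 96h and 120h AEL had no stable sign; without 120h AEL replicate B they were 0.09 and 0.12.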

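*Dl* (FBgn0000463, on 3R from 19302731 to 19326217) stood at 11.1 ± 8.25 CPM (SD, n = 2) at 72h AEL, 57.5 ± 12.6 CPM (SD, n = 3) at 96h AEL and 85.3 ± 21.9 CPM (SD, n = 3) at 120h AEL. Its log2 fold change was 2.33 (standard error 0.55, adjusted p = 0.0286 from edgeR) from 72h to 96h AEL, a call that was lost without 96h AEL replicate A (2.26) or B (2.28). Between 96h and 120h AEL it was 0.65 (standard error 0.24, adjusted p = 0.137 from edgeR), and this rise was called only after the length correction (0.71) and without 120h AEL replicate B (0.84).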

Among genes which steadily increased in expression throughout the three studied stages (cluster 12), we found for instance *Delta* (*Dl*), which is one of the Notch receptor ligands [69] and has been shown to fulfill different roles during eye development [66,70,71]. Also, *anterior open* (*aop*) (also known as *yan*), a member of the JNK signaling pathway [72], which is described to repress photoreceptor differentiation [73] and also to determine R3 photoreceptor identity [74] was present in this cluster.

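*aop* (FBgn0000097, on 2L from 2156484 to 2178754) rose from 22.9 ± 12.4 CPM (SD, n = 2) at 72h AEL to 138 ± 15.9 CPM (SD, n = 3) at 96h AEL and 174 ± 33.5 CPM (SD, n = 3) at 120h AEL. The log2 fold change was 2.55 (standard error 0.39, adjusted p = 0.0120 from edgeR) in the first transition, not called without 96h AEL replicate B (2.49), and 0.40 (standard error 0.17, adjusted p = 0.199) in the second, in which the rise did not pass the threshold.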

**Fig 3:**
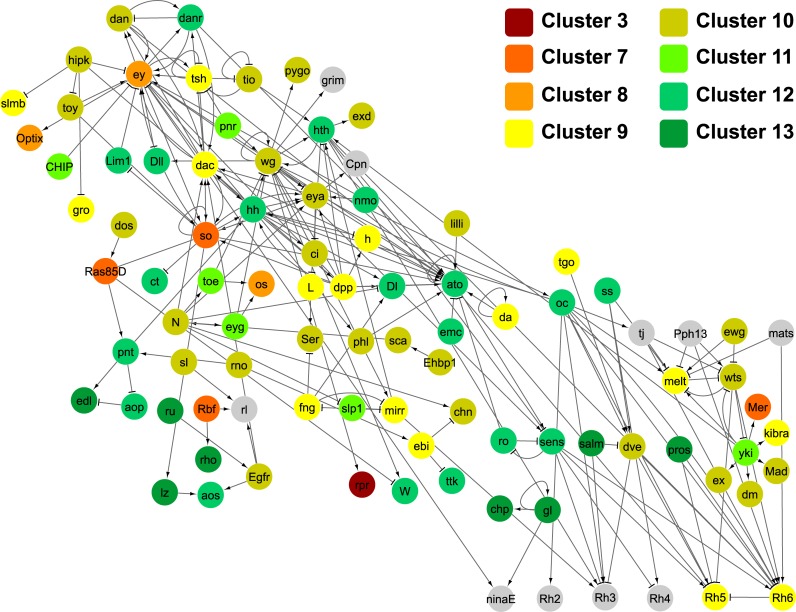
Assignment of key retinal genes to identified co-expression clusters. Directed gene interaction network (FlyOde,[50]) of the genes known to be involved in retinal development in *D*. *melanogaster*. Only genetic and protein-DNA interactions are included. The horizontal axis represents developmental time, with early L3 at the most left, and the vertical axis displays network hierarchy (please see [50] for details). Each node represents a gene, and these are color-coded according to the assigned co-expression cluster (see also Fig 2). In grey are genes that have not been allocated to any cluster, either because they did not pass the expression level threshold or the clustering confidence threshold (see Materials and Methods for details).

Although we sequenced the entire eye-antennal discs, we found many GO terms related to eye development with high enrichment scores, while very few GO terms specific for antenna and maxillary palps were observed (e.g. in cluster 12 “eye development” appears with *p* = 4.38e-24, “antennal development” with *p* = 4.37e-08 and no GO terms related to maxillary palps were found) (S1 Table). This finding may be a result of much more extensive research on eye specific developmental processes in comparison to the other organs that develop from the same imaginal disc. However, many GO terms related to leg formation and proximodistal pattern formation were highly enriched in the genes in cluster 9 (“proximaldistal pattern formation” with *p* = 4.48e-05), cluster 10 (“leg disc development” with *p* = 7.85e-20) and cluster 12 (“leg disc development” with *p* = 4.32e-12) (S1 Table). Since antennae and maxillary palps are serially homologue to thoracic appendages, pathways involved in leg, antenna and maxillary palp development are likely to share key regulators [17,65,75–80], suggesting that genes found in these clusters may also play a role in antenna or maxillary palp development.

The assignment of all expressed genes to their corresponding cluster is available along with the GEO submission number GSE94915 and on this website http://www.evolution.uni-goettingen.de/posnienlab/clusterSearch/search.html.

In summary, we showed that clusters with early expressed genes mainly represent metabolic and energy related processes, while clusters with late expressed genes represent more organ specific differentiation and morphogenetic processes. Therefore, we provide a dataset that contains the complete gene expression dynamics underlying the fundamental change from predominantly patterning and proliferation processes to the onset of differentiation from late L2 stages to late L3 larval instars [7,28].

### Transcription factors regulating *D*. *melanogaster* eye-antennal disc development

The co-expression of genes observed in the 13 clusters may be a result of co-regulation by the same transcription factors or combinations thereof. In order to test this hypothesis and to reveal potential central upstream regulators, we used the i-*cis*Target method [81] to search for enrichment of transcription factor binding sites in the regulatory regions of the genes within each of the 13 clusters (Fig 2, S2 Table). As basis for this enrichment analysis various experimental ChIP-chip and ChIP-seq datasets were used, namely those published by the modENCODE Consortium [82], the Berkeley *Drosophila* Transcription Network Project [83] and by the Furlong Lab [84,85].

One of the most noticeable results of the statistical ranking analysis was that genes in 9 of the 13 clusters showed significant enrichment for Nejire binding sites (Fig 2). Nejire (also known as CREB-binding protein (CBP)) is a zinc-finger DNA binding protein that functions as a co-activator that acts as bridge for other transcription factors to bind specific enhancer elements [86–88], which can explain why we find it to regulate such many target genes. Nejire/CBP has been shown to be involved in many processes during eye development and patterning in *D*. *melanogaster* [89,90] and mutations in this gene cause the Rubinstein-Taybi syndrome in humans [91] that among others is characterized by extensive problems during retinal development [92].

Similarly, Pannier was found enriched to regulate the genes of many clusters (clusters 2, 4, 6, 7, 8, 9 and 11) (Fig 2). This GATA transcription factor is involved in the establishment of the dorsal-ventral axis of the retinal field of the discs during early L1 and L2 stages [93,94], while later during L2 and L3 stages it is known to have a role in defining the head cuticle domain by repressing eye determination genes [64,94]. In both cases, Pannier is found in a very upstream position of the respective gene regulatory networks that define these cell fates [64,95].

Besides these highly abundant transcription factors, the clusters with genes predominantly expressed at later stages were also enriched for transcription factors already known to play a role in eye-antennal disc development. For instance, a significant number of Sloppy-paired 1 (Slp1) target genes are up-regulated at L3 stage (cluster 12, Fig 2) and this transcription factor is known to play a critical role in establishing dorsal-ventral patterning of the eye field in the eye-antennal disc [96]. A function of Daughterless (Da) (identified in cluster 13, Fig 2) is also described: it is expressed in the morphogenetic furrow, it interacts with Atonal and is necessary for proper photoreceptor differentiation [97]. Finally, Snail (enriched in cluster 1 and 13) and Twist (enriched in cluster 12) (Fig 2) were previously identified as possible repressors of the retinal determination gene *dac* [98] and our results indicate that they regulate also other genes during eye-antennal disc development.

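In the edgeR test, 107 of 255 tested genes of cluster 5 were significantly lower at 96h than at 72h AEL and 0 higher (157 and 0 at an unadjusted p under 0.05), and 94 of 253 were significantly higher at 120h than at 96h AEL and 0 lower (170 and 0). *Ecdysone-inducible gene L2* (*ImpL2*, FBgn0001257, on 3L from 4224006 to 4236147), a member of this cluster, stood at 139 ± 38.5 CPM (SD, n = 2) at 72h AEL, 53.8 ± 12.2 CPM (SD, n = 3) at 96h AEL and 202 ± 27.1 CPM (SD, n = 3) at 120h AEL. It fell by 1.41 (standard error 0.28, adjusted p = 0.0196 from edgeR) and then rose by 1.98 (standard error 0.22, adjusted p = 0.00250) on the log2 scale. The fall was not called without 96h AEL replicate A (−1.33) or B (−1.27) or when libraries were scaled by size only (−0.96). Of the 23 clustered genes of the ecdysone response, 5 lie in cluster 5, where 0.734 would be drawn by chance (Fisher's exact test, two-sided, p = 0.00067). Of the 9 hemocyte genes, 5 lie there too (0.287 by chance, p = 3.63e-06, Fisher's exact test). The cluster therefore does not single out the ecdysone response. The hemocyte share of the counts also differed between replicates, from 0.0433% to 0.188% at 120h AEL.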

Cluster 5 contained genes that show a peak in expression at 72h AEL and 120h AEL stages, which precede major stage transitions from L2 to L3 and from L3 to pupa stage, respectively. These transitions are characterized by ecdysone hormone pulses before larval molting and pupation [99]. The only potential transcription factor binding site that was significantly enriched was that of the Ecdysone Receptor (EcR), that has been shown to be expressed in the eye-antennal disc in the region of the progressing morphogenetic furrow [100].

Intriguingly, we did not find an enrichment for known transcription factors such as So or Ey. The most obvious explanation is that there is no ChIP-seq data available (e.g. for Ey) or that the available data for these factors (e.g. for So [48]) is not included as transcription factor binding information in the current i-*cis*Target database [81,101].

### Potential new regulators of eye-antennal disc development

The identification of well-known transcription factors suggests that the applied clustering approach indeed allows identifying key regulators of various processes taking place throughout eye-antennal disc development. Interestingly, we identified a few generally well-known upstream factors for which a potential role during eye-antennal disc development has not yet been described. For instance, in clusters of very early expressed genes, we found an enrichment of motifs for the transcription factor Caudal (Cad) (cluster 1 and 2) and the Hox protein Fushi tarazu (Ftz) (cluster 1) (Fig 2). Caudal is a downstream core promoter activator [102] and very recently it has been found that it cooperates with Nejire to promote the expression of the homeobox gene *fushi tarazu* (*ftz*) [103]. A Caudal-like transcription factor binding motif has been identified within Sine oculis (So) bound DNA fragments as identified by ChIP-seq [48], suggesting that So and Cad may co-regulate potential target genes in the eye-antennal disc.

The MADS-box transcription factor Myocyte enhancer factor 2 (DMef2) was predicted to regulate genes found in clusters 2, 4 and 12 (Fig 2). Using two independent *Dmef2*-Gal4 lines to drive GFP expression, we confirmed expression of *Dmef2* in lose cells attached to the developing eye-antennal discs (S2 Fig). Eventually, we found an enrichment of potential target genes of the C2H2 zinc-finger transcription factor Hunchback (Hb) in clusters 12 and 13, which are active mainly during mid and late L3 stages. Since GO terms enriched in these two clusters suggested an involvement in retinal development or neurogenesis (Fig 2, S1 Table), we examined a potential function of Hb in the eye-antennal disc in more detail.

### *hb* is expressed in retinal subperineurial glia cells

Using *in-situ* hybridization we found *hb* expression in two cell nuclei at the base of the optic stalk in the posterior region of late L3 eye-antennal discs (S3A Fig). With a Hb antibody we also detected the Hb protein in these two basally located nuclei (S3B and S3C Fig). DNA staining with DAPI showed that the Hb-positive nuclei are bigger than those of surrounding cells, suggesting that they are polyploid. Additionally, we tested two putative Gal4 driver lines obtained from the Vienna Tile library [104] (VT038544; S3D Fig and VT038545; S3E Fig). Both lines drove reporter gene expression in the two polyploid nuclei as described above. Note that both lines also drove the typical *hb* expression in the developing embryonic nervous system, but not the early anterior expression [105,106]. The regulatory region covered by the two Gal4 driver lines is located at the non-coding 3’ end of the *hb* locus accessible to DNA-binding proteins at embryonic stages 9 and 10 [83] (S4 Fig), a time when early-born neuroblasts express *hb* [55]. The lack of the early anterior expression may be explained by the fact that the DNA region covered by the driver lines does not seem to be bound by Bicoid during early embryonic stages [83] (S4 Fig). Based on these findings, we are confident that the regions covered by the two Gal4 driver lines (VT038544 and VT038545) recapitulate native *hb* expression.

The basal location of the *hb*-positive cells suggests that they may be retinal glia cells. Co-expression of *hb* with the pan-glial marker Repo (Fig 4A–4C) further supported this suggestion. Previous data has shown that two polyploid retinal subperineurial glia cells (also referred to as carpet cells) cover the posterior region of the eye-antennal disc [34,36]. In order to test, whether *hb* may be expressed in carpet cells, we first investigated the expression of the subperineurial glia marker Moody [107] and we found a clear co-localization with Hb (Fig 4D).

**Fig 4:**
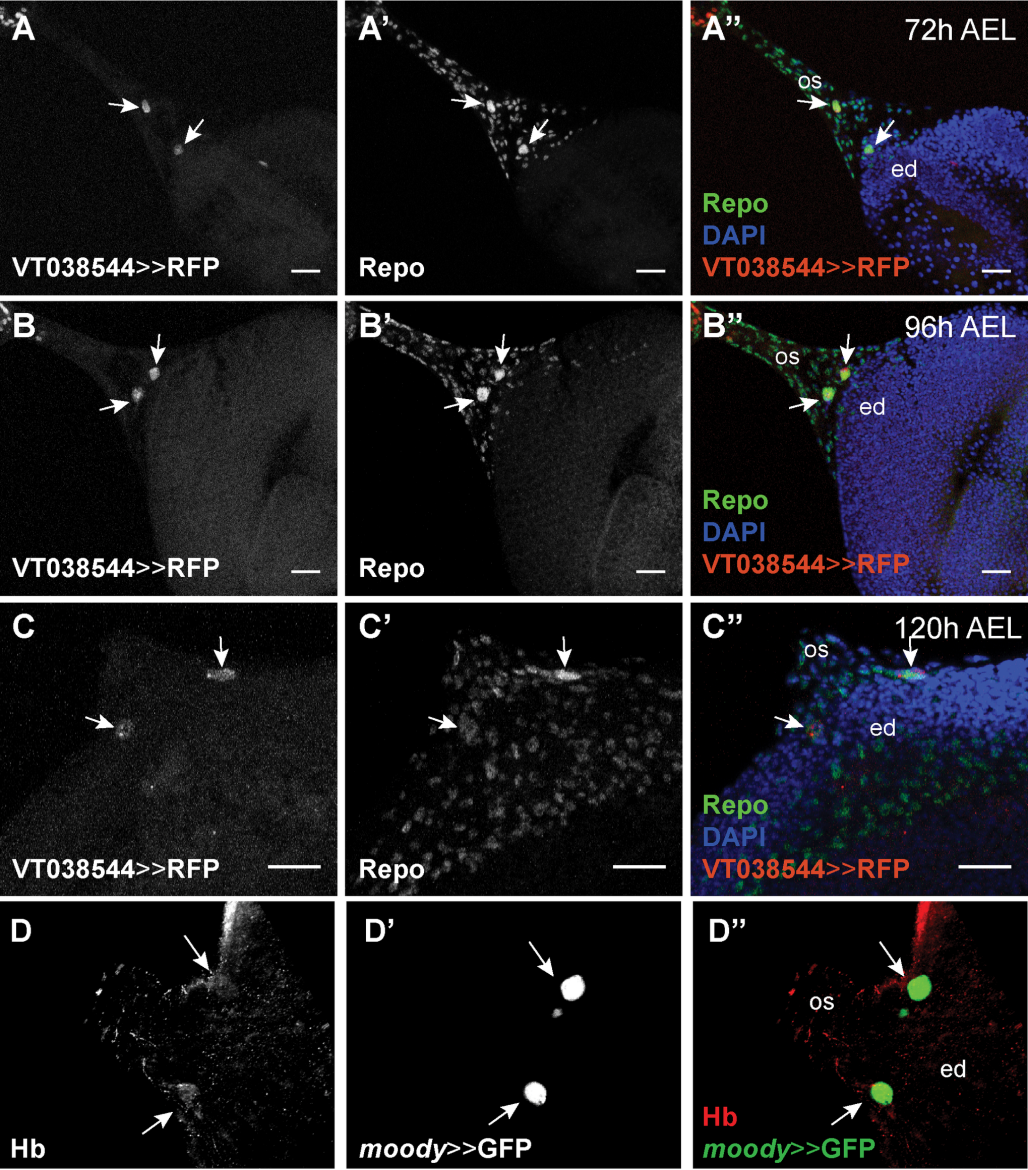
*hb* is expressed in migratory subperineurial glia cells. (A-C) *hb* expression (VT038544-Gal4 driving histone-bound RFP (UAS-H2B::RFP) (A-C), red in A”-C”) co-localizes (white arrows) with the pan-glial marker Repo (detected with rabbit α-Repo antibody (A’-C’), green in A”-C”) in two large cells. These cells migrate from the optic stalk during L2 stage (A”) into the posterior end of the eye-antennal disc at mid L3 stage (B”) and are located in the posterior region of the retinal field, at each side of the optic stalk, at late L3 stage (C”). (VT038544-Gal4 driver line obtained from the Vienna Tile collection, see S4 Fig for details) (D) Hb (detected with rabbit α-Hb antibody, red in D”) is present in the same cells (white arrows) that express the subperineurial glia cell marker *moody* (D’) (*moody*-Gal4 driving UAS-GFP, green in D”). In all pictures, anterior is to the right. Eye disc (ed), optic stalk (os). Scale bar = 20 μm.

Carpet cells migrate through the optic stalk into the eye-antennal disc during larval development [34,36]. Therefore, we followed the expression of the *hb* driver lines throughout late L2 and L3 larval stages (Fig 4A–4C). Already at the L2 stage, we could easily recognize the *hb*-positive cell nuclei by their large size (Fig 4A and 4A”; see also size quantification in Fig 5D). We could corroborate that these cells indeed migrated through the optic stalk during late L2 and early L3 stages (Fig 4A and 4B), and then entered the disc and remained basally in the posterior region of the disc, flanking the optic stalk (Fig 4C and 4C”). As previously observed for carpet cells [34], we never found *hb*-positive cell nuclei in the midline of the retinal field.

**Fig 5:**
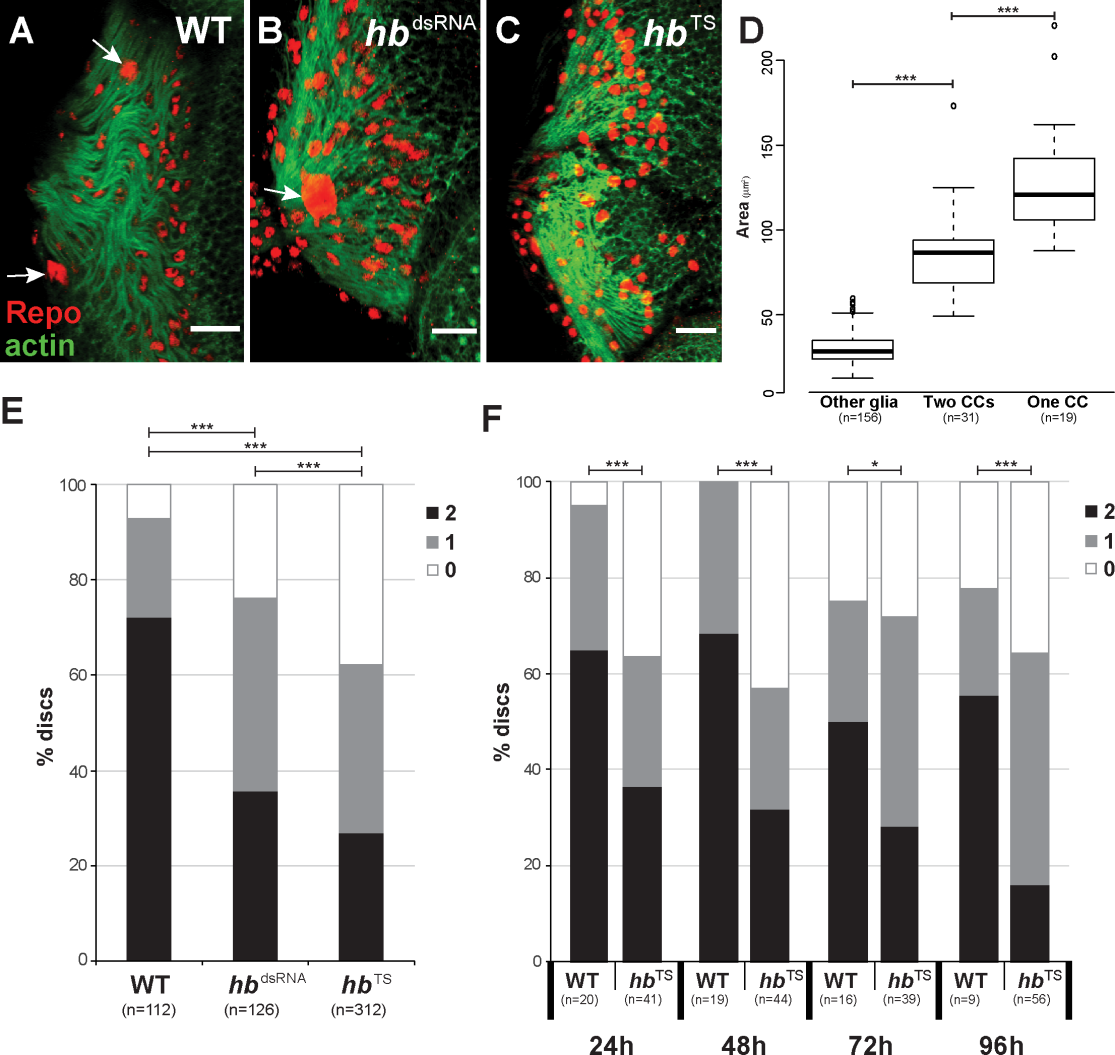
The number of polyploid glia cell nuclei is reduced after loss of Hb function. (A-C) Staining with rabbit α-Repo antibody (red) and Phalloidin (green) of late L3 eye-antennal discs in wild type (A), *repo* driven *hb* RNAi (B) and Hb temperature sensitive mutant (C). This figure represents the phenotypes that were analyzed in (D), where the number of polyploid nuclei (white arrows) have been quantified. In all pictures, anterior is to the right. Scale bar = 20 μm. (D) Box plot of glia cell nuclei size. When two carpet cells were present, these are significantly larger than other surrounding glia cells. When only one carpet cell was present in the retinal field, its nucleus was significantly larger than regular carpet cells. Significance calculated by t-test (“Two CCs” vs. “One CC”, homogeneous distribution of variances) and t-Welch-test (“Other glia” vs. “Two CCs”, not homogeneous distribution of variances); “***”: *p* < 0.0005. (E) Quantification of the number of polyploid nuclei observed in wild type (WT), *repo-*Gal4 and *moody-*Gal4 driven UAS-*hb* RNAi (*hb*^dsRNA^) and Hb temperature sensitive mutant (*hb*^*TS*^). (F) Quantification of the number of polyploid nuclei observed in late L3 eye-antennal discs of flies that were raised at 18°C until the indicated time points (24h AEL, 48h AEL, 72h AEL and 96h AEL), when they were transferred to the restrictive temperature of 28°C. In D and E, the black bar indicates percentage of discs with two polyploid glia cell nuclei, grey indicates discs with one polyploid glia cell nucleus and white indicates discs without polyploid glia cell nuclei. Pearson’s Chi-squared test was performed to determine if the distribution of the different number of cells (0, 1 or 2) was equal between wild type and RNAi. *: p-val < 0.05, ***: p-val < 0.0005.

Taken together, these data show that *hb* is expressed in two polyploid retinal subperineurial glia cells (carpet cells) that enter the basal surface of the eye-antennal disc through the optic stalk during larval development.

### Hb function is necessary for the presence of polyploid carpet cells in the eye-antennal disc

The expression of *hb* in carpet cells suggested an involvement in their development. To test this hypothesis, we examined loss of Hb function phenotypes based on RNA interference (RNAi) driven specifically in subperineurial glia cells (*moody*-Gal4 driving UAS-*hb*^dsRNA^). Of four tested UAS-*hb*^dsRNA^ lines we used the most efficient line (see Materials and Methods) for the RNAi knock-down experiments. Additionally, we investigated eye-antennal discs of a temperature sensitive mutant (*hb*^*TS*^) [108]. Since Hb is necessary during embryogenesis [53,54], the analyzed flies were kept at 18°C during egg collection and throughout embryonic development, and they were only transferred to the restrictive temperature of 28°C at the L1 stage. We quantified the size differences between carpet cell nuclei and neighboring glia cells by measuring the nucleus area. The mean area of a Repo-positive glia cell was 30.42 μm^2^, while the carpet cell nuclei had a mean area of 86.10 μm^2^ (Fig 5A and 5D). Based on these clear results, the presence or absence of carpet cell nuclei could be confidently identified by α-Repo staining because of their significantly larger size (see Fig 5A and 5D).

The most common phenotype observed in late L3 eye-antennal discs of RNAi and mutant flies was the absence of one or both carpet cell nuclei (Fig 5A–5C). In wild type animals, we could unambiguously identify two carpet cell nuclei in 72% of the eye-antennal discs. In 21% of the analyzed discs, we found only one carpet cell nucleus (Fig 5E). In contrast, in 35% to 40% of the studied Hb loss of function discs only one carpet cell nucleus was observed (Fig 5B and 5E). This single polyploid Repo-positive nucleus was significantly larger than carpet cell nuclei in discs that contained two carpet cell nuclei (Fig 5D; 129.80 μm^2^ compared to 86.10 μm^2^ if two carpet cells were present). Additionally, the single carpet cell nuclei were mostly located in the midline of the retinal field (Fig 5B). No carpet cell nuclei could be observed in 24% and 38% of the eye-antennal discs originating from *moody*>>*hb*^dsRNA^ and *hb*^*TS*^ flies, respectively (Fig 5C and 5E). Note that we obtained comparable results when we expressed the *hb* dsRNA in all glia cells (*repo*>>*hb*^dsRNA^) or only in subperineurial glia cells (*moody*>>*hb*^dsRNA^).

To identify larval stages at which Hb function is crucial for carpet cell development, we transferred *hb*^*TS*^ flies to the restrictive temperature of 28°C at 24h AEL (early L1 stage), at 48h AEL (late L1), at 72h AEL (late L2) or 96h AEL (mid L3 stage) and assessed the presence of polyploid Repo-positive carpet cell nuclei in late L3 eye-antennal discs, respectively. In all cases, we found a significant reduction of the number of carpet cell nuclei when compared to control discs (Fig 5F). Although no clear significant differences in the number of carpet cells was detected between the consecutive experiments (S5 Fig), our results show that Hb function is necessary for the presence of polyploid carpet cell nuclei throughout larval development.

### Loss of Hb function affects carpet cell migration

The observed loss of polyploid carpet cell nuclei could be a result of either the loss of the entire carpet cells, incomplete migration into the eye-antennal disc or loss of the polyploidy. To distinguish between these options, we tested whether also the carpet cell membranes were affected upon loss of *hb* expression, in addition to the polyploid nuclei. To this aim, we expressed *hb*^*dsRNA*^ specifically in subperineurial glia cells with a *moody*-Gal4 driver line together with a strong membrane marker (20xUAS-mCD8::GFP) to label the extensive carpet cell membranes (*moody*>>20xmCD8::GFP; *moody*>>*hb*^dsRNA^, Fig 6).

**Fig 6:**
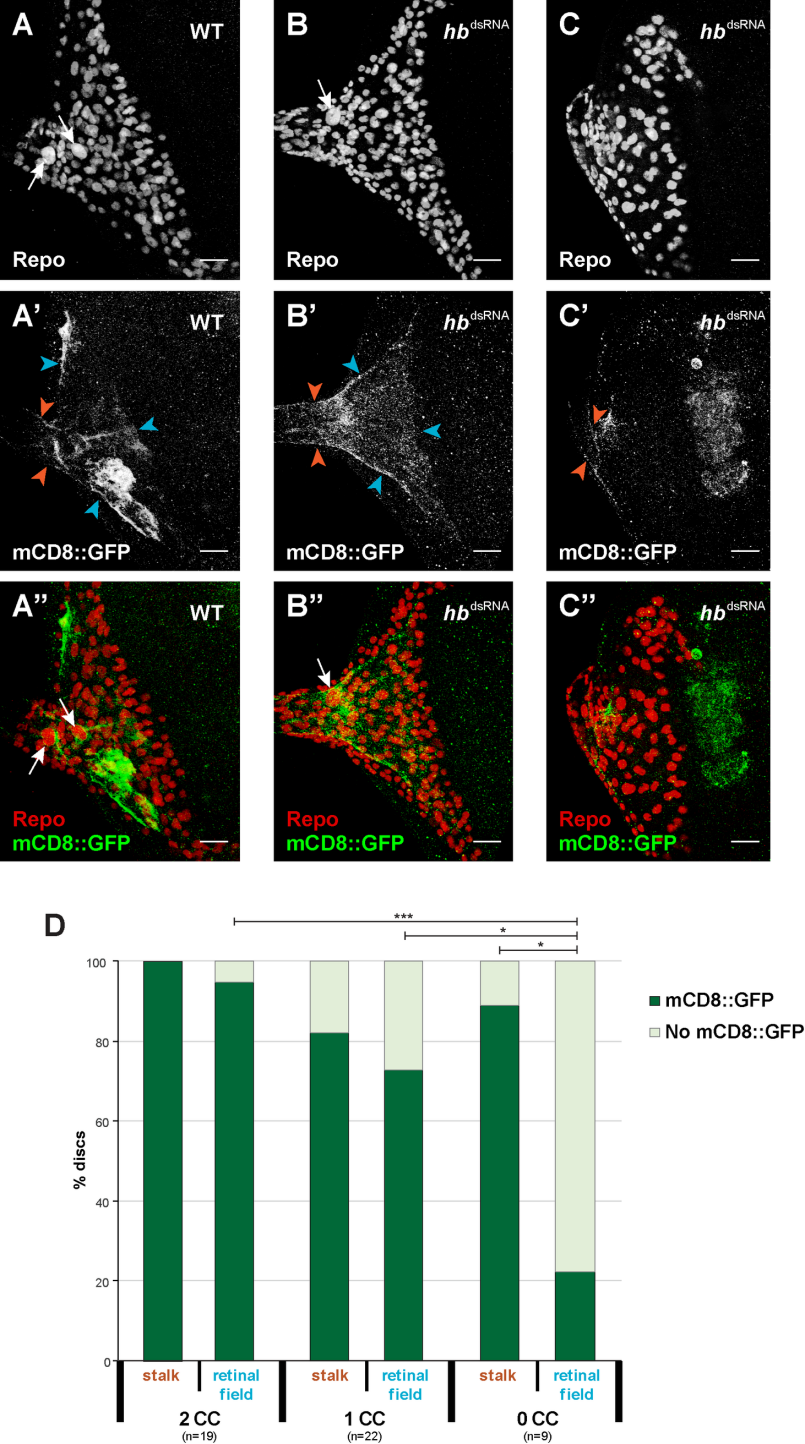
Carpet cell membranes after loss of carpet cells. (A-C) All glia cells are stained with rabbit α-Repo antibody (red in A”-C”). In control discs, two carpet cells can be identified by their large size (white arrows). After *moody* driven knock-down of *hb* expression (B and C) some discs present only one carpet cell nucleus (B, white arrow) and others no carpet cell nucleus (C) (refer to Fig 5 for percentages). (A’-C’) Membranes of carpet cells in late L3 eye-antennal discs are labelled with *moody-*Gal4 driven UAS-mCD8::GFP expression (green in A”-C”). The presence of these membranes was analyzed in the optic stalk (orange arrowheads) and in the retinal field (determined by the presence of these membranes in the posterior margins of the disc and their extension to the MF (blue arrowheads)). In all pictures, anterior is to the right. Eye disc (ed), optic stalk (os). Scale bar = 20 μm. (D) Quantification of the presence of carpet cell membrane as described in A’-C’. Pearson’s Chi-squared test was performed to determine significance between each pair of condition. *: p-val < 0.05, ***: p-val < 0.0005.

In the eye-antennal discs where two carpet cells could be identified, *moody* expressing membranes were always present in the optic stalk and in most cases (95%) they spanned the entire posterior region of the eye-antennal disc up to the morphogenetic furrow (Fig 6A and 6D). In discs with only one clear carpet cell nucleus, we observed a decrease both in the cases where mCD8::GFP was present in the optic stalk (82%) and even more in the retinal field (73%) (Fig 6B and 6D). Of the discs with no clear polyploid carpet cell nuclei (Fig 6C and 6D), also fewer (89%) showed *moody* expressing membranes in the stalk, although also the difference was not significant compared to controls. However, a very significant decrease in the percentage of discs with *moody* expressing membranes in the retinal field was observed in this case (22%).

### Loss of Hb function results in blood-brain barrier defects

Subperineurial glia cells cover the entire surface of the brain from larval stages onwards. They are an integral part of the protective blood-brain barrier by establishing intercellular septate junctions [109]. The blood-brain barrier prevents the substances that circulate in the hemolymph to enter the brain and helps maintaining the proper homeostatic conditions of the nervous system [110]. Since it has been shown that the carpet cells migrate through the optic stalk towards the brain during pupal stages [40], we tested, whether the loss of *hb* expression in developing carpet cells had an effect on the integrity of the blood-brain barrier.

To this aim, we injected fluorescently labeled dextran into the abdomen of *moody*>>*hb*^dsRNA^ adult flies and scored the presence of this dye in the retina of the flies. Animals with a properly formed blood-brain barrier showed a fluorescent signal in their body, but not in the retina (Fig 7A). However, in animals that had an incomplete blood-brain barrier, the dextran penetrated into the retina and fluorescence was observed in the compound eyes (Fig 7A’). Since it is known that blood-brain barrier permeability can increase after exposure to stress conditions [111,112], we only scored animals that survived 24h after the injection of dextran. In most cases, the two eyes of an individual presented different fluorescent intensities, and even no fluorescence in one eye but strong signal in the other. Therefore, we scored each eye separately. *moody*>>*hb*^dsRNA^ flies had a significantly higher rate of fluorescent retinas (*p* = 8.08e-7, χ^2^ test), indicating that their eyes were not properly isolated from the hemolymph circulating in the body cavity (Fig 7B).

**Fig 7:**
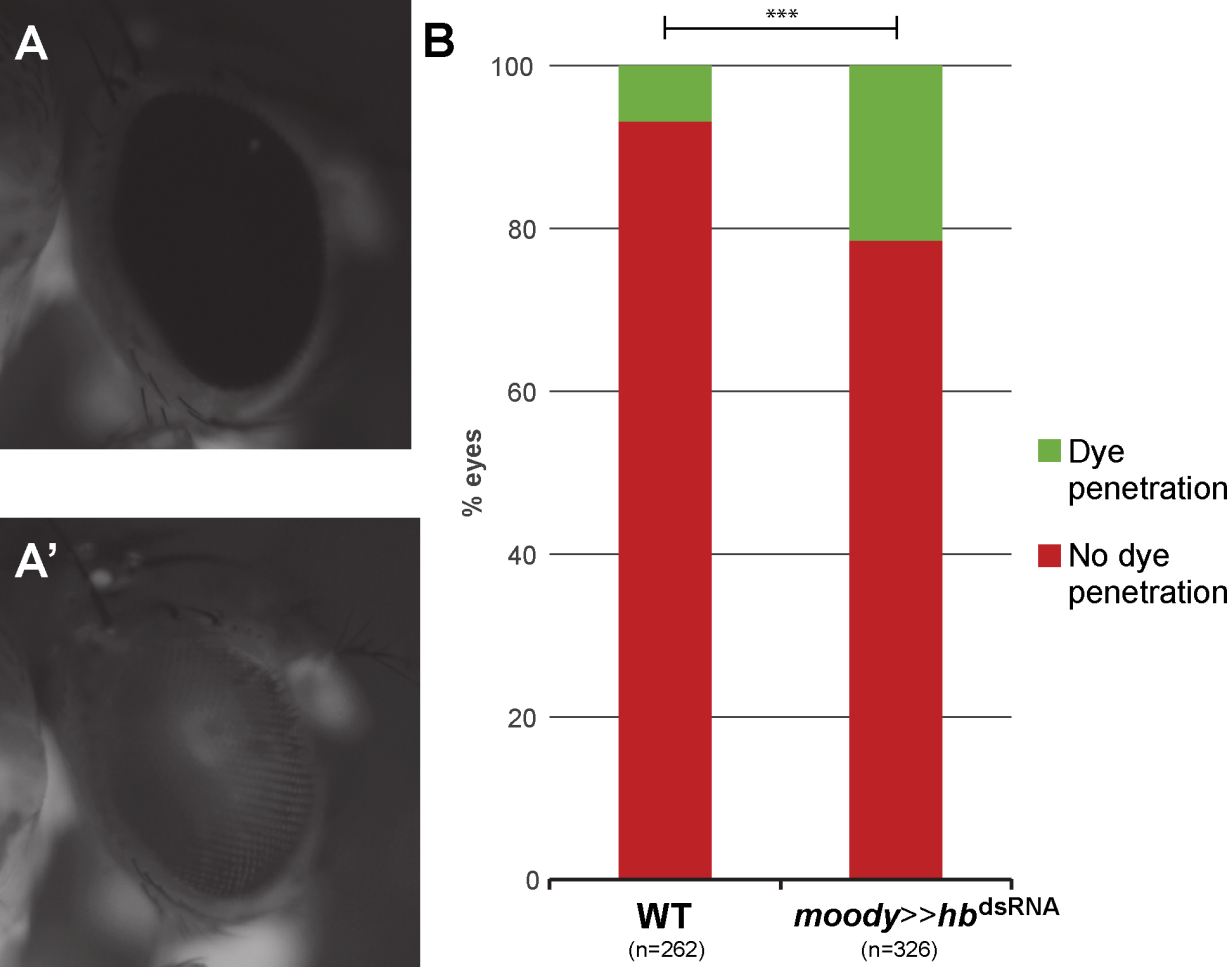
Blood-brain barrier function is impaired after loss of *hb* expression in carpet cells. (A) After injection of fluorescently labelled dextran into the abdomen of adult flies, animals with correctly formed blood-brain barrier show no fluorescence in the compound eye. (A’) In flies with incomplete blood-brain barrier, fluorescent dye can be observed in the compound eye as well as in the body. (B) Quantification of eyes with (green) or without (red) dye penetration. *hb* knock-down flies have a significant increase in the penetrance of dye into the eye, indicating a defective blood-eye barrier. Pearson’s Chi-squared test was performed to determine significance between the wild type results and the RNAi. ***: p-val < 0.0005.

In summary, our loss of function experiments further confirmed a central role of Hb in carpet cell development. Besides impaired retinal glia cell migration and axon guidance, we showed that upon loss of Hb function also the blood-brain barrier integrity is disrupted.

### Expression of putative Hb target genes in eye-antennal discs

Since we have identified Hb because of an increase in expression of its target genes during 96h and 120h AEL stages and *hb* itself is only expressed in carpet cells, we also investigated, whether some of the targets were expressed in these cells. Using available ChIP-chip data for Hb from the Berkeley *Drosophila* Transcription Network Project (BDTNP) [83], we generated a high confidence list of 847 putative Hb target genes (see Materials and Methods for details), of which 585 were expressed in eye-antennal discs at least in one of the studied stages. More precisely, we found that 267 of these genes were differentially expressed in the transition from 72h to 96h AEL and only 52 were differentially expressed between 96h and 120h AEL (Fig 8, S4 Table). 

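The genes listed in S4 Table were followed in the tests used here, with an absolute log2 fold change over 1 and an adjusted p-value under 0.05. Of the 267 genes listed for the first transition, 263 were tested and all of these changed in the direction the table gives. The threshold was passed by 213 of them, 187 higher and 26 lower at 96h AEL. With 72h AEL replicates A and B as separate samples, 254 of 265 were called, and with DESeq2 237 of 263. The number fell to 87 without 96h AEL replicate A and to 23 without 96h AEL replicate B, and to 113 after the length correction, under which 250 of the 263 kept the table's direction. Of the 52 genes listed for the second transition, all were tested and moved in the table's direction, and 43 were called, 35 higher and 8 lower at 120h AEL. DESeq2 called 51 of them, and the fits that each left out 1 library called 27 to 48, with 27 without 96h AEL replicate B or 120h AEL replicate C. Because S4 Table was made from the same libraries, these numbers are not independent evidence.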

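Among the called genes of S4 Table, 187 of 213 (87.8%) were higher at 96h than at 72h AEL, whereas 37.5% of the 2420 other called genes were (Fisher's exact test, two-sided, p = 2.71e-48, odds ratio 12.0). With scaling by library size only, these shares were 94.4% and 64.0%. From 96h to 120h AEL, 35 of 43 called genes (81.4%) were higher, against 55.9% of 799 others (p = 0.000794, Fisher's exact test). The genes of S4 Table are long, with a median coding sequence of 2703 bp against 1354 bp for the other called genes of the first transition, and of 1761 bp against 1332 bp in the second. Draws of other called genes matched on length were higher in 61.6% of cases on average (95% of draws from 56.3% to 66.7%) in the first transition, and 0 of 10000 draws reached the share of the listed genes (one-sided permutation p = 1e-04, the smallest they can give). In the second transition, the matched draws averaged 62.5% (48.8% to 76.7%), and 59 of 10000 reached it (one-sided permutation p = 0.006). After the length correction, 80.5% of 113 listed and 25.6% of the other called genes were higher at 96h AEL.

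**Figure D5:**
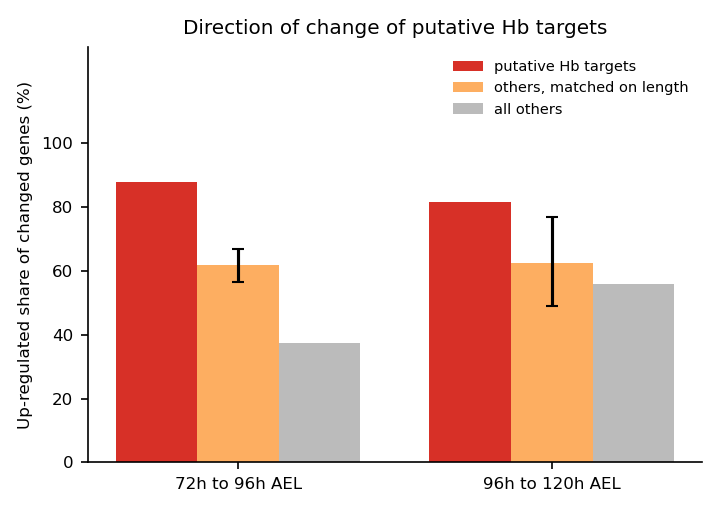
Share of significantly changed genes that were higher at the later stage, in percent, for the genes of S4 Table, all other called genes and draws of other called genes matched on coding sequence length, in both transitions; bars of the matched draws span 95% of 10000 draws. The share is 87.8% for the listed genes and 61.6% for the matched draws from 72h to 96h AEL, and 81.4% and 62.5% from 96h to 120h AEL.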

In both cases, most of these genes were up-regulated, suggesting that Hb mainly activates target gene expression in the eye-antennal disc. 

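The 77 putative Hb target genes listed in S5 Table were followed through the stages. By the authors' cluster assignment, 57 of them lie in cluster 12, which has 332 genes, and 20 in cluster 13, which has 316. The stage means of 73 of the 77 (94.8%) rose at both steps, and so did those of 82.3% of the other genes of these clusters. The comparison was not matched on cluster, and the listed genes lie mostly in cluster 12, so the gap may come from this mix. The median log2 fold change of the 77 genes was 1.68 from 72h to 96h AEL and 0.95 from 96h to 120h AEL. In the edgeR test, 52 were significantly higher in the first transition, 48 in the second and 29 in both, while 6 were called higher in neither.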

Focusing only on those target genes that resulted in the identification of Hb in our clustering approach (see above), we found that 77 of the 585 expressed putative Hb targets were present in clusters 12 and 13. We searched the GO terms for biological functions of these 77 genes and found that 17 code for transcription factors and up to 25 code for proteins integral to the cell membrane. A number of GO terms were related to neuronal development and eye development and to note is the presence of genes known to be related to glia cell migration and endoreduplication (S5 Table).

**Fig 8:**
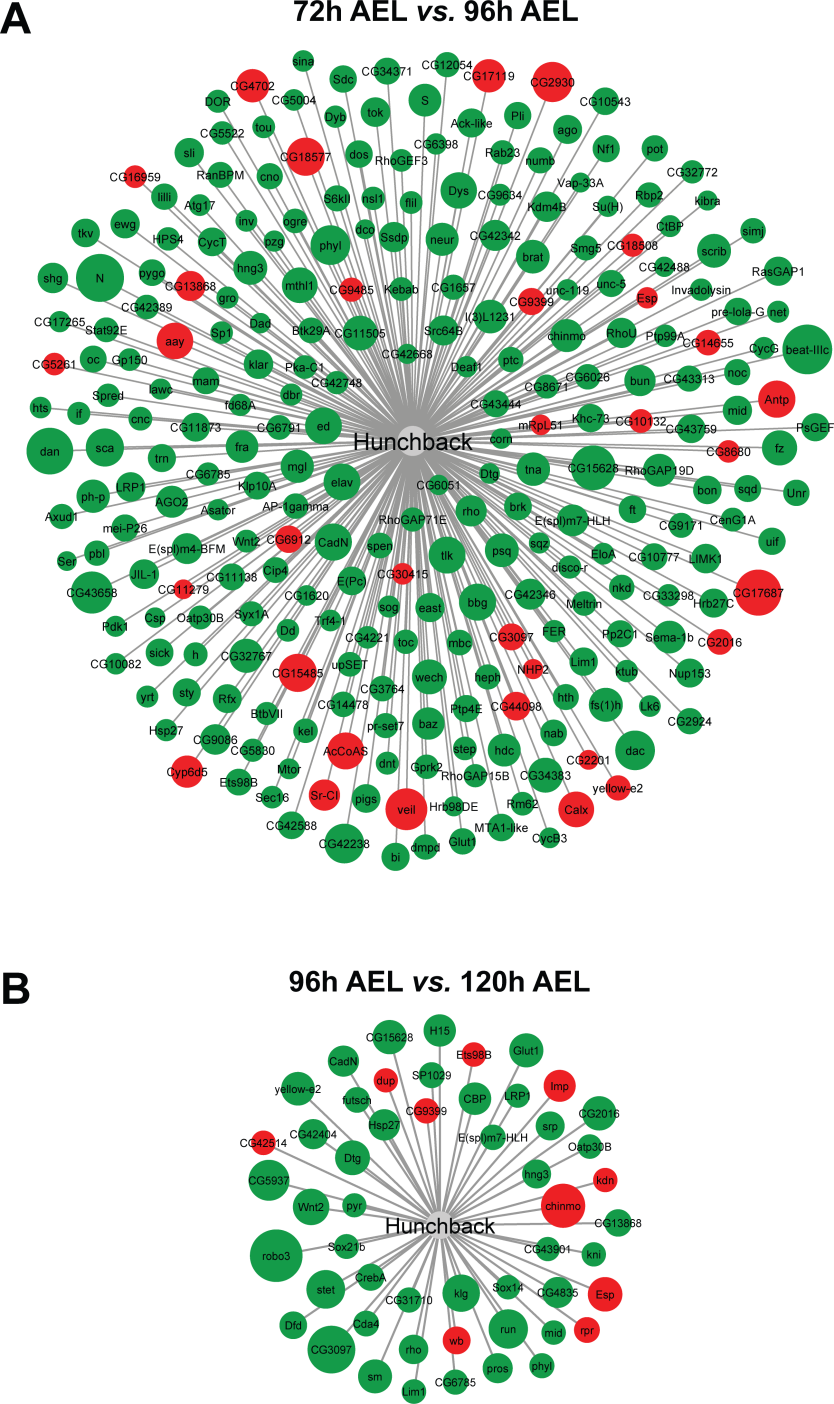
Differentially expressed putative Hb target genes. Green and red shaded circles are up- and down-regulated genes, respectively. Larger circle size indicates higher log2-fold change. (A) 267 genes from the high confidence list of Hb targets are differentially expressed in the eye-antennal discs during the transition from late L2 (72h AEL) to mid L3 (96h AEL) stages. 33 genes are down-regulated and 234 are up-regulated (see S4 Table). (B) 52 genes from the high confidence list of Hb targets are differentially expressed in the eye-antennal discs during the transition from mid L3 (96h AEL) to late L3 (120h AEL) stages. 10 genes are down-regulated and 42 are up-regulated (see S4 Table).

Based on their annotated GO terms, predicted or known cellular location and the availability of driver lines and antibodies, we selected 13 of these target genes and tested if they were expressed in carpet cells at 120h AEL. For 8 out of the 13 selected targets we found no clear expression related to carpet cells (*archipelago* (*ago*), *Delta* (*Dl*), *knirps* (*kni*), *rhomboid* (*rho*), *roundabout 3* (*robo3*), *Sox21b*, *Src oncogene at 64B* (*Src64B*) and *thickveins* (*tkv*)). This could be because they were false positives, but they could also be expressed at earlier stages than analyzed here or the used driver constructs did not include the regulatory regions to drive expression in carpet cells. Tkv for instance could still be an interesting candidate because it has been implicated in retinal glia cell development [113]. *brinker* (*brk*), *Cadherin-N* (*CadN*), *cut* (*ct*), *Fasciclin 2* (Fas2) and *sprouty* (*sty*) showed expression in carpet cells (Fig 9). *brinker* (*brk*) was very broadly expressed in the eye-antennal disc (S6C and S6D Fig). Although we could only observe expression in one of the two cells in every eye-antennal disc we analyzed, *CadN* is clearly expressed in carpet cells (Fig 9A). Recent data demonstrated that CadN, a Ca^+^ dependent cell adhesion molecule, is necessary for the proper collective migration of glia cells [114], a key feature of carpet cells. As it has previously been published, Cut is expressed in subperineurial glia cells (Fig 9B) [115]. The Cut protein is present in carpet cells already at L2 stage and remains until late L3 stage (Fig 9B). It has been shown that Cut is necessary for proper wrapping glia differentiation (note that the wrapping glia expression is found in another focal plane in Fig 9B) and to correctly form the large membrane processes that these cells form [115]. Interestingly, carpet cells have a similar morphology, with very large membrane surface and extensive processes that reach to the edge of the retinal field. In contrast, retinal perineurial glia do not have this morphology and do not express Cut. Also, *Fas2* (Fig 9C) and *sty* (Fig 9D) were clearly expressed in carpet cells as well as in several other cells in the eye-antennal disc. Sty and Fas2 are negative regulators of the EGFR signaling pathway that is involved in retinal glia cell development and photoreceptor differentiation [116–121].

**Fig 9:**
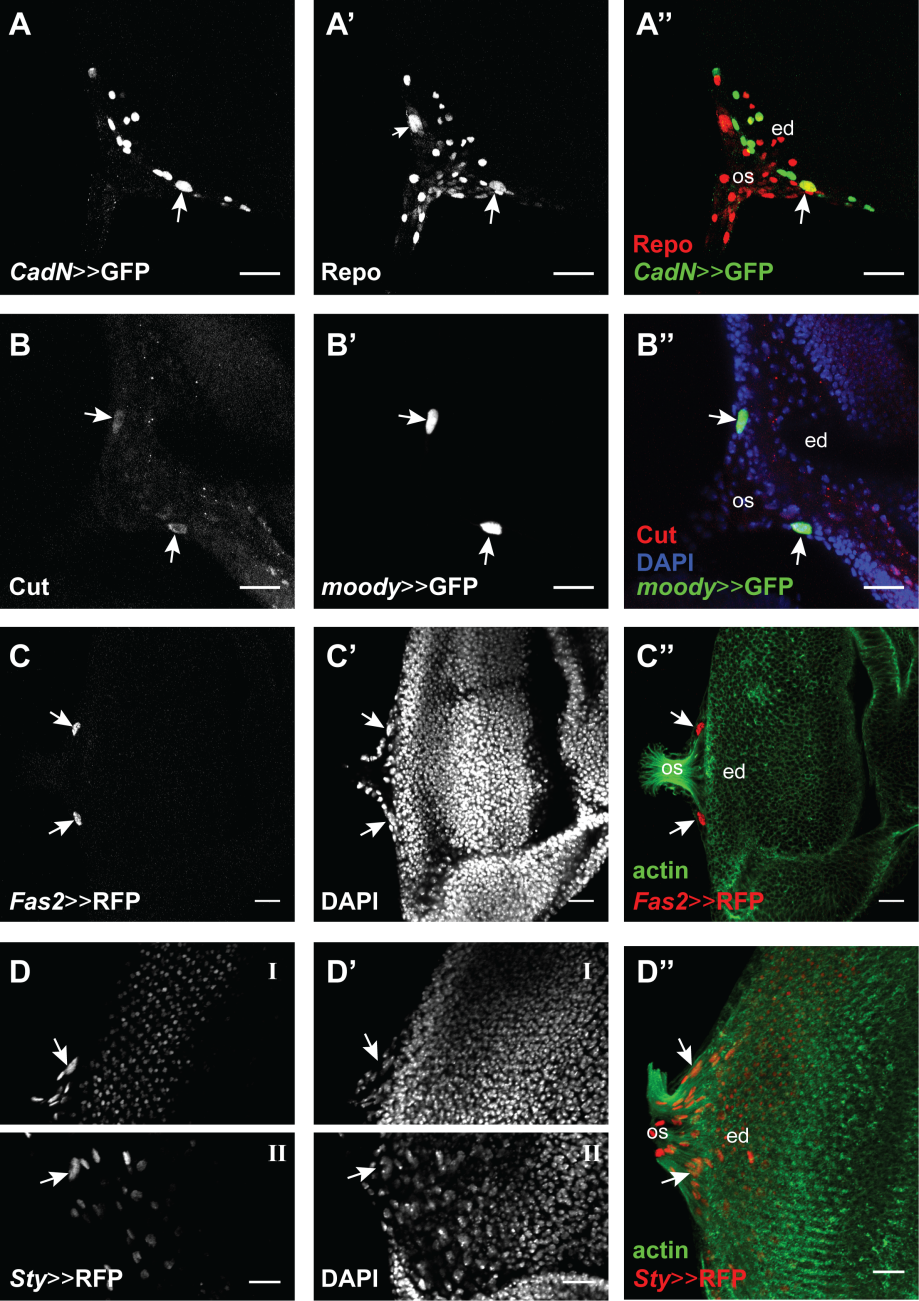
Expression of Hb target genes in the eye-antennal discs. Four of the tested target genes show expression in carpet cells. Eye disc (ed), optic stalk (os). Scale bar = 20 μm. (A) *CadN*-Gal4 drives UAS-GFP expression (green in A”) in one of the two carpet cells (white arrow), as well as other cells in the disc, possibly glia cells. (A’ and A”). Glia cells are marked with an antibody against the pan-glial marker Repo (rabbit α-Repo, red) and Repo-positive carpet cell nuclei are recognized by their large size (see also Fig 5D). (B) mouse α-Cut (red in B”) showed a clear signal in the two carpet cells (white arrows). (B’ and B”). Carpet cell nuclei were recognized by the expression of the subperineurial glia marker *moody* (*moody*-Gal4 driving UAS-GFP expression, green). DAPI shows the eye-antennal disc surface. (C) *Fas2*-Gal4 drives UAS-H2B::RFP (red in C”) expression in the two carpet cells (white arrows). (C’ and C”) Carpet cell nuclei are recognized by their large size with DAPI and their location on the posterior edge of the retinal field between the outgoing axons visualized with Phalloidin staining (green). (D) *Sty*-Gal4 drives UAS-H2B::RFP (red in D”) expression in the two carpet cells (white arrows), as well as in other cells in the disc. Due to folding of the imaged disc, the right (D-I) and left (D-II) carpet cells where not found in the same focal plane. (D’ and D”) Carpet cell nuclei are recognized by their large size with DAPI and their location on the posterior edge of the retinal field between the outgoing axons visualized with Phalloidin staining (green).

Please note that we used antibodies to detect target genes if they were available. Given the nature of the CadN and Fas2 proteins [122,123], we detected broad membrane associated expression for both proteins (S6 Fig). Therefore, we decided to study the expression of those two candidates using available Gal4 lines (see above and Fig 9A and 9C). For both lines, we found at least one high confidence Hb motif (S6 Table).

In summary, we showed that 5 of the 13 computationally predicted Hb target genes that we tested were expressed in carpet cells, suggesting that our bioinformatic pipeline allows the identification of new potential regulators of carpet cell development.

## Discussion

### Genome wide expression dynamics allows the identification of known and new transcription factors involved in eye-antennal disc development

Although compound eye development is one of the most extensively studied processes in *D*. *melanogaster*, a comprehensive understanding of genome wide gene expression dynamics is still missing. A previous genome wide expression study based on Microarray data has shown that between 5,600 and 6,100 genes are active in the retinal part of the eye-antennal disc at the late L3 instar stage [49]. Given that we studied the entire eye-antennal discs at three time points, our observation that 9,194 of all annotated *D*. *melanogaster* genes are expressed in at least one stage is likely to provide a meaningful estimate of the number of active genes throughout eye-antennal disc development. The pairwise comparison of the studied stages (Fig 1), as well as the more defined clustering approach (Fig 2), revealed an extensive remodeling of the transcriptomic landscape during eye-antennal disc development.

It has previously been shown that co-expression of genes is likely to be a result of regulation by similar or even the same transcription factors [124–128]. This basic assumption has been successfully used to identify central transcriptional regulators in developmental gene regulatory networks [44,85,129–133]. Here, we identified several transcriptional regulators, such as Pnr, Nejire, Slp1, Da, Snail, Twist and EcR (Fig 2) that have previously been shown to regulate various aspects of eye-antennal disc development, but we also found new transcriptional regulators. For instance, the MADS-box transcription factor Myocyte enhancer factor 2 (DMef2) was predicted to regulate a number of genes in various clusters. The detection of *Dmef2* expression in lose cells attached to the developing eye-antennal discs (S2 Fig) confirmed that our result is not an artefact, but rather specific. Since, DMef2 is crucial for the development of muscle and heart tissue [134] these cells could be precursors of future head muscles. However, some recent findings could also hint towards an important role of this transcription factor in eye development since DMef2 has been implicated in circadian behavior [135] and larval eye and adult ocelli function [136]. These findings certainly encourage additional research on the possible role of DMef2 in photoreceptor cell development.

Taken together, the combination of dynamic gene expression clustering and upstream factor enrichment provides an excellent basis for the identification of potential new regulators involved in a given biological process.

### Integration of genomic resources: Opportunities and limitations

We identified a number of putative direct transcriptional regulators, although the ChIP-seq experiments that identified the direct interaction of a transcription factor with its target genes were not specifically performed in eye-antennal disc tissue at the stages we studied here. Indeed, most data available in current databases is based on experiments in embryonic or adult stages [82,83,85,137,138]. Interestingly, the enrichment of Caudal in clusters 1 and 2 (S2 Table) is based on data from a ChIP-seq experiment performed in adult flies [82], but does not represent an experiment performed in embryos [83]. This could indicate that Caudal has very different downstream targets during embryogenesis compared to its target genes at later stages. Although this observation may also indicate that the parameters and thresholds used in the different ChIP-seq experiments are very different, a large degree of tissue and stage specific target genes is expected. In the light of this specificity, we may miss eye-antennal disc specific target genes in our survey, but we are confident that one can identify a representative set of target genes to justify further tissue and stage specific ChIP-seq experiments if necessary.

We failed to identify enriched motifs for classical retinal determination genes such as So, Ey or Glass (Gl) in any of the 13 clusters, due to the fact that respective ChIP-seq data is either not available or not included in the i-*cis*Target database. Therefore, our analysis is biased towards those transcription factors for which ChIP-seq data is publicly available. We performed a preliminary power analysis to evaluate the potential to pick up an enrichment of So binding sites. We identified those clusters that contained 112 previously identified putative So/Eya target genes [47] and we found 76 of them distributed throughout all clusters (S3 Table). 

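Of 112 genes in S3 Table, 76 have a cluster there and 36 do not. By their names, 81 of them were found in the count table, 60 of which have a cluster in the authors' assignment, and all 60 were in the cluster that S3 Table gives. Each of the 13 clusters holds at least 1 of the 76 genes. Fisher's exact test, two-sided, against the 8836 clustered genes gave an adjusted p-value under 0.05 for 4 of the 13 clusters.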

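Cluster 2 holds 17 of the listed genes, where 5.64 would be drawn by chance (Fisher's exact test, two-sided, p = 3.1e-05, adjusted p = 0.000403 over 13 clusters), and cluster 3 holds 13 (4.46 by chance, adjusted p = 0.00265). Cluster 10 holds 15 (8.04 by chance, p = 0.0143, adjusted p = 0.0464, Fisher's exact test). Cluster 6, the largest, holds 2, fewer than the 11.5 drawn by chance (adjusted p = 0.00265 from Fisher's exact test). Counting only the 60 genes matched by name, cluster 2 holds 13 (adjusted p = 0.00404) and cluster 10 holds 10 (adjusted p = 0.222, Fisher's exact test).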

The most representative clusters were cluster 2 with 17 (of 656 genes in the cluster) and cluster 10 with 15 (of 935 genes in the cluster) So/Eya target genes. Given that the significantly enriched transcription factors with relatively low NES scores of 3.7 (Mef2 in cluster 2) and 3.5 (dTcf in cluster 10) (Fig 2) are predicted to regulate 57 and 559 target genes, respectively, this analysis very likely would not provide enough power to pick up a statistically significant enrichment. However, we detected an enrichment for Nejire although its putative target genes are present in 9 of 13 clusters. One explanation could be that the Nejire protein is detected ubiquitously in the entire eye disc [90] where it acts as a co-regulator [86–88] and thus influences the expression of many target genes. In contrast, classical retinal determination genes are dynamically expressed in more restricted domains, what is recapitulated by a highly complex regulation of these genes [139,140] and many different functions throughout eye-antennal disc development. Previous studies aiming at the identification of target genes resulted in limited lists of putative target genes for So (112 high confidence targets [47]) and Ey (20 direct targets in the retinal part of the eye-antennal disc [46]) suggesting that retinal determination genes regulate a restricted number of genes in a highly context dependent manner.

### A new role of Hb in retinal glia development

The combination of our genome wide expression analysis with functional experiments revealed a novel role of the C2H2 zinc-finger transcription factor Hunchback (Hb) in carpet cell development. Carpet cells have been shown to be a sub-population of the subperineurial glia cells due to shared key cellular features, such as the formation of extensive septate junctions [34]. However, a well-established subperineurial glia cell driver (NP2276 [141]) does drive reporter gene expression in brain subperineurial glia, but we could not detect expression in carpet cells. In contrast, we only detected *hb* expression in carpet cells and not in any subperineurial glia cells in the larval brain (results confirmed both using immunostaining and two driver lines (VT038544 and VT038545)). Additionally, if we compare our list of putative Hb target genes with the 50 genes enriched in adult blood-brain barrier surface glia [51], we only find *Fas2* to be present in both datasets. All these data suggest that carpet cells are indeed a retina specific subperineurial glia cell type that is molecularly very distinct from brain subperineurial glia cells.

The carpet cells function as a scaffold for undifferentiated retinal perineurial glia cells, which migrate into the disc to find the nascent axons of differentiating photoreceptors [34] and to guide them through the optic stalk [35]. In accordance with these roles, our Hb target gene analysis revealed many candidate target genes with GO terms related to axon guidance (S5 Table). Upon loss of Hb function, the most obvious phenotype was the lack of polyploid cell nuclei and carpet cell membranes in the eye-antennal discs. In contrast to our results, previous studies have shown that carpet cell ablation or a reduction of their size causes over migration of perineurial glia cells anterior to the morphogenetic furrow [34,113]. The corresponding experiments are based on the induction of cell death in *moody* expressing cells [34] and thus affect not only the carpet cells, but also for instance all other subperineurial glia of the brain. Since *hb* is specifically expressed carpet cells, the phenotype obtained here may be more specific. It remains to be studied, however, how carpet cells and subperineurial glia cells of the brain may interact to regulate perineurial glia cell migration in the eye-antennal discs.

Carpet cells possess a high level of plasticity since the loss of one carpet cell from the retinal field resulted in one larger carpet cell (i.e. larger polyploid nucleus) located in the midline of the eye field. In these cases, also no perineurial glia cell over migration could be observed and the membrane of this single cell seemed to sufficiently cover the full retinal field indicating that a single carpet cell could compensate the loss of the other one.

### Carpet cells are an integral part of the blood-brain barrier

The loss of *hb* expression affected the integrity of the blood-eye barrier, a subset of the blood-brain barrier (Fig 7). This phenotype was not as striking as previously published for *moody* mutant flies [39], where all surface glia cells were affected, suggesting that the carpet cells may indeed only contribute to the retinal part of the blood-brain barrier (i.e. the blood-eye barrier). Additionally, in our analysis of the *moody* positive cell membranes present in the optic stalk in *hb*^*RNAi*^ flies we found still carpet cell membranes in the optic stalk in up to 80% of the knock-down discs (Fig 6D). This is a similar proportion as we find in our blood-brain barrier assay (Fig 7).

The largest portion of the blood-brain barrier is already established by the end of embryogenesis [142,143], while the eye-antennal disc and developing photoreceptors seem to be accessible for the hemolymph during larval and very early pupal stages. Indeed, the final closure of the blood-brain barrier in the region where the optic stalk contacts the brain (i.e. the blood-eye barrier) is only established late during pupal development [109,144]. The rather late formation of the blood-eye barrier may be related to the dual role of carpet cells, which first migrate into the eye-antennal disc and only during pupal stages migrate back into the optic stalk towards the brain lobes. By mid-pupa stages they are located at the base of the brain lamina [40], where they remain throughout adult life and form septate junctions that isolate the brain and retina from the hemolymph [109]. The use of the newly analyzed driver lines, which drive expression specifically in the carpet cells represent an excellent starting point to study the migration of these cells throughout late larval and pupae stages in more detail.

### Implications on the role of Hb and the origin of carpet cells

The lack of ployploid large carpet cells during larval stages and the loss of blood-brain barrier integrity could either indicate a central role of Hb in specifying carpet cell identity entirely or a more specific role in defining aspects of carpet cell identity such as polyploidy and/or its migratory behavior. Based on our data, we propose the following cellular functions:

First, the lack of polyploid nuclei could hint towards a role of Hb in regulating the extensive endoreplication process necessary to generate such huge cell nuclei. Indeed, in our target gene analysis we found *archipelago (ago)* as one potential target. 

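*ago* (FBgn0041171, on 3L from 4246343 to 4254306), which lies in cluster 12, stood at 34.4 ± 19.0 CPM (SD, n = 2) at 72h AEL, 122 ± 30.6 CPM (SD, n = 3) at 96h AEL and 145 CPM at 120h AEL, where the libraries ran from 108 to 167 CPM. Its log2 fold change was 1.77 (standard error 0.43, adjusted p = 0.0299 from edgeR) in the first transition, not called without 96h AEL replicate A (1.64) or B (1.77). In the second it was 0.33 (standard error 0.24, adjusted p = 0.416 from edgeR), and the rise was called only after the length correction (0.40).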

Ago has been shown to induce degradation of CyclinE (CycE) [145], a crucial prerequisite for efficient endoreplication cycles [146]. Second, Hb could be involved in establishing the migratory behavior of carpet cells. In the list of putative Hb target genes, we found many genes with GO terms related to cell migration and, some even specifically with the “glia cell migration” term. Additionally, many of the identified Hb target genes are involved in the epidermal growth factor (EGF) pathway that has various roles in development and cancer [147–149] including cell division, differentiation, cell survival and migration [150,151]. The list of Hb target genes up-regulated at 96h and 120h AEL in eye-antennal disc development includes both positive (*rhomboid*, *Star* and *CBP*) and negative regulators (*Fasciclin2* and *sprouty*) of this pathway. 

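Of the positive regulators, *rho* (FBgn0004635) rose from 3.08 CPM at 72h AEL to 13.1 CPM at 96h AEL and 38.8 CPM at 120h AEL, with log2 fold changes of 2.05 (standard error 0.47, adjusted p = 0.0262 from edgeR) and 1.63 (standard error 0.26, adjusted p = 0.00909). *CBP* (FBgn0026144) stood at 38.4, 74.6 and 267 CPM and rose by 0.91 (adjusted p = 0.0321 from edgeR) and 1.91 (adjusted p = 0.00321) on the log2 scale. *Star* (*S*, FBgn0003310), at 8.19, 38.2 and 43.7 CPM, rose by 2.18 (adjusted p = 0.0190 from edgeR), and its further change of 0.28 was not significant (adjusted p = 0.398). Of the negative regulators, *Fas2* (FBgn0000635) stood at 28.1, 171 and 237 CPM, with log2 fold changes of 2.56 (adjusted p = 0.00811 from edgeR) and 0.55 (adjusted p = 0.277). *sty* (FBgn0014388) stood at 9.60, 31.6 and 43.0 CPM, with 1.68 (adjusted p = 0.0274 from edgeR) and 0.52 (adjusted p = 0.0483). With 1 library left out, the first call was lost for *S* and *sty* without 96h AEL replicate A (2.16 and 1.76) or B (2.10 and 1.66), for *rho* without replicate B (2.11) and for *CBP* without any of the 3 libraries of 96h AEL (0.83 to 1.06), while that of *Fas2* held. In the second transition, the calls of *rho* and *CBP* held, that of *sty* was lost in all fits but the one without 120h AEL replicate B (0.44 to 0.55), and *Fas2* was called without 120h AEL replicate B (0.80).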

*Fas2* and *sprouty* are specifically expressed in carpet cells (Fig 9C and 9D), suggesting that Hb may actively influence the migratory behavior of carpet cells by activating genes involved in EGFR signaling regulation. 

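*Ets98B* (FBgn0005659, on 3R from 27736538 to 27748366) lies in cluster 9 and stood at 2.94 ± 1.92 CPM (SD, n = 2) at 72h AEL, 8.70 ± 2.91 CPM (SD, n = 3) at 96h AEL and between 2.67 and 4.33 CPM in the libraries of 120h AEL. Its log2 fold change was 1.52 (standard error 0.59, adjusted p = 0.0862 from edgeR) in the first and −1.19 (standard error 0.35, adjusted p = 0.0753) in the second transition, and neither passed the threshold. DESeq2 called both (1.54 and −1.21), edgeR called the rise with 72h AEL replicates A and B as separate samples (1.78), and it called the fall without 96h AEL replicate C (−1.43).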

Another putative target gene of Hb is *Ets98b* (Fig 8B), the ortholog of which has recently been shown to induce ectopic cell migration upon misexpression during early embryonic development in the common house spider *Parasteatoda tepidariorum* [152]. Finally, Nejire has been shown to be involved in glia cell migration in the peripheral nervous system in *Drosophila* [153], and we found it as putative regulator of genes in cluster 13. It remains to be established, whether Nejire and Hb may collaborate during carpet cell development.

Although carpet cells fulfill fundamental functions, it is still unclear where these cells originate from. Based on observations by Choi and Benzer (1994) using the enhancer trap line M1-126, these cells originate in the optic stalk where they are present at late L2 stage [36]. It has also been proposed that carpet cells may originate from a pool of neuroblasts in the neuroectoderm during embryogenesis [154] or in the optic lobes [155]. A clonal analysis using the FLP-out system suggests that various retinal glia cell types, including the carpet cells, originate from at least one mother cell at L1 larval stage [35]. Since only one polyploid cell nucleus seems to originate from one clone [35] and we show that in some loss of Hb imaginal discs only one polyploid cell nucleus is present, we propose that the two carpet cells may originate independently probably from two mother cells defined during L1 stages. Our observation that loss of Hb function resulted in loss of polyploid carpet cell nuclei when *hb*^*TS*^ mutant flies were transferred to the restrictive temperature during the L1 larval stage, further supports an involvement of Hb during this stage (Fig 5 and S5 Fig).

The exact role of Hb, however, is still unclear and will require further in-depth analyses. The newly analyzed driver lines in combination with the extensive list of potential Hb target genes, of which many are likely to be expressed in this specific glia cell type, represents a valuable resource to address the questions concerning the origin of these cells in more detail.

### Conclusions

The identification of Hb has only been possible because we studied the dynamic expression profiles of all genes expressed during eye-antennal disc development. Since the RNA levels of *hb* in the entire eye-antennal disc are negligible, we could identify Hb as central factor only through the expression profiles of its putative target genes, which are steadily up-regulated throughout development. This up-regulation is very likely due to the large cell bodies of the carpet cells, which need to produce high amounts of cytosolic or membrane bound proteins. 

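*hb* (FBgn0001180, on 3R from 8690980 to 8697822) had a mean of 0.120 CPM at 72h AEL, 0.0682 CPM at 96h AEL and 0.106 CPM at 120h AEL, and at most 0.229 CPM in any library. These values are near the level that 3 counts give at this depth, the gene did not pass the filter, and no change between stages was tested.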

At earlier stages, carpet cells are not yet in the eye-antennal discs, and *hb* expression could only been have identified by studies focused on the optic stalk. Moreover, we could show that refining the putative Hb target genes by incorporating the expression data results in a list that contains genes with GO terms highly specific for the putative function of Hb in carpet cells. Following the stepwise identification of putative target genes, we could confirm a high number of those experimentally.

All these findings demonstrate that the combination of high throughput transcript sequencing with a ChIP-seq data based transcription factor enrichment analysis can reveal previously unknown factors and their target genes, and therefore increase the number of connections within the underlying developmental GRNs. Other studies have searched for regulating transcription factors that were in the same co-expression clusters as its targets genes [44]. However, upstream orchestrators do not necessarily have the same expression levels as their targets. Therefore, the combination of ChIP-seq methods with RNA-seq co-expression analyses has proven to be a powerful tool to identify new developmental regulators that can complement other studies based on reverse genetics.

## Materials and methods

### RNA extraction and sequencing

*D*. *melanogaster* (OregonR) flies were raised at 25°C and 12h:12h dark:light cycle for at least two generations and their eggs were collected in 1h windows. Freshly hatched L1 larvae were transferred into fresh vials in density-controlled conditions (30 freshly hatched L1 larvae per vial). At the required time point, eye-antennal discs of either only female larvae (96h and 120h AEL) or male and female larvae (72h AEL) were dissected and stored in RNALater (Qiagen, Venlo, Netherlands). Please note that a mix of males and females was dissected for the 72h AEL samples because it is not possible to morphologically distinguish the sex at this stage. 40–50 discs were dissected for the 120h samples, 80–90 discs for the 96h samples and 120–130 discs for the 72h samples. Three biological replicates were generated for each sample type.

Total RNA was isolated using the Trizol (Invitrogen, Thermo Fisher Scientific, Waltham, Massachusetts, USA) method according to the manufacturer’s recommendations and the samples were DNAseI (Sigma, St. Louis, Missouri, USA) treated in order to remove DNA contamination. RNA quality was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) microfluidic electrophoresis. Only samples with comparable RNA integrity numbers were selected for sequencing.

Library preparation for RNA-seq was performed using the TruSeq RNA Sample Preparation Kit (Illumina, catalog ID RS-122-2002) starting from 500 ng of total RNA. Accurate quantitation of cDNA libraries was performed using the QuantiFluordsDNA System (Promega, Madison, Wisconsin, USA). The size range of final cDNA libraries was determined applying the DNA 1000 chip on the Bioanalyzer 2100 from Agilent (280 bp). cDNA libraries were amplified and sequenced (50 bp single-end reads) using cBot and HiSeq 2000 (Illumina). Sequence images were transformed to bcl files using the software BaseCaller (Illumina). The bcl files were demultiplexed to fastq files with CASAVA (version 1.8.2).

### Bioinformatics analysis

#### Quality control

Quality control was carried out using FastQC software (version 0.10.1, Babraham Bioinformatics). All samples but one (“72hC” sample) had quality score >Q28 for all read positions. 

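The count table shows no loss of depth in 72h AEL replicate C, whose total lies within the range of the other libraries. It has the fewest genes with at least 1 count of all libraries, 11585, against 11948 and 12028 in replicates A and B of its stage. Its 10 highest genes take 6.98% of its counts, against 7.25% and 7.24% in replicates A and B. The Pearson correlation of its log2 CPM with those of replicates A and B, across genes, was 0.895 and 0.897, while libraries of 96h AEL and of 120h AEL had correlations of 0.929 to 0.992 within their stage; genes are not independent replicates.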

12% of reads in sample “72hC” had an “N” in position 45, probably due to an air bubble in the sequencer. Following recently published guidelines [156,157], sequences were not trimmed but the aligner software was used to this purpose instead with very stringent parameters (see below). All raw fastq files are available through GEO Series accession number GSE94915.

#### Read mapping

Transcript sequences (only CDS) of *D*. *melanogaster* (r5.55) were downloaded from FlyBase and only the longest transcript per gene was used as reference to map the reads using Bowtie2 [158] with parameters–very-sensitive-local–N 1. The number of reads mapping to each transcript were summarized using the command idxstats from SAMtools v0.1.19 [159]. A summary of raw read counts mapped to each gene and time point is available at the GEO repository (GSE94915).

#### Pairwise comparison of gene expression and GO annotation

For each pair-wise comparison (72h AEL vs. 96h AEL and 96h AEL vs. 120h AEL) HTSFilter [160] was used with default parameters to filter out genes with very low expression in all samples. For the remaining genes in each pair-wise comparison, differential expression was calculated using DESeq2 v1.2.7. with default parameters [161]. Gene Ontology (GO) terms enrichment analysis for Biological Process was performed with GO TermFinder [162] with default parameters. Only the first non-redundant terms were plotted.

To gain some superficial estimate of the number of differentially expressed genes between 72h AEL and 96h AEL that may be a result of sex differences (note that a mix of both sexes is present at 72h, while only females were sequenced at 96h) we extracted a list of 165 GO terms associated with the search term “sex” from the gene ontology website (http://www.geneontology.org/) and searched for an overlap with enriched GO terms in the pairwise stage comparisons.

#### Gene expression clustering

HTSFilter [160] was used with default parameters to discard lowly expressed genes across all samples. The function PoisMixClusWrapper from the library HTSCluster [67] was applied on the rest of genes with the parameters: gmin = 1, gmax = 25, lib.type =“DESeq”.

Different model selection approaches are used by HTSCluster (i.e. to identify the number of clusters that best describe the data (see [67]). Our previous experience with this package had shown that the BIC and ICL methods report always as many clusters as we have allowed to test for (corresponding to the “gmax” parameter). Also for this analysis, both methods reported 25 as the most likely number of clusters, which was the input “gmax” value. Consequently, we discarded these results and we only analyzed the results of the methods that use slope heuristics to calculate the best number of clusters, namely DDSE and Djump. The DDSE method reported 19 clusters, with 8,626 genes having MAP > 99% while the Djump method reported 13 clusters, with 8,836 genes having MAP > 99%. Careful inspection of the lambda values of each of these clusters showed that the additional clusters predicted by the DDSE method presented negligible variation to the 13 clusters predicted by Djump. Additionally, GO term analysis (see below) of the genes in the 19 clusters predicted by DDSE showed redundant terms for the very similar additional clusters, which was not the case with the 13 clusters predicted by Djump. Therefore, we concluded that the additional clusters present in the DDSE prediction were unlikely to represent significant biological differences and that the 13 clusters predicted by Djump could sufficiently describe the profiles of the groups of co-expressed genes and we used them for all following analyses.

Genes with predicted MAP < 99% were discarded. Cluster assignment results can be found at the GEO repository (GSE94915) and easily accessible here: http://www.evolution.uni-goettingen.de/posnienlab/clusterSearch/search.html. For the plots, the variance stabilizing transformation from DESeq2 [163] library was used to normalize the background read count of the genes belonging to each cluster.

The Gene Ontology terms enriched in each cluster of genes were obtained with the plugin BiNGO [164] in Cytoscape v3.1.1 [165] with default parameters. The ontology terms and corresponding *D*. *melanogaster* annotations were downloaded from geneontology.org [166,167] (as of January 2015).

The transcription factors enriched to regulate the genes of each cluster were obtained with the i-*cis*Target method [81] with the following parameters: dm3 assembly, only “TF binding sites”, 5 Kb upstream and full transcript as mapping region, 0.4 as minimum fraction of overlap, 3.0 as NES threshold and 0.01 ROC threshold.

#### Identification of Hb target genes

The i-*cis*Target method [81] to detect transcription factor enrichment in the regulatory regions of co-regulated genes is based on the arbitrary partition of the *D*. *melanogaster* genome in more than 13,000 regions. All genes included in a particular region are associated to the transcription factor binding interval, resulting maybe in an unspecific association between transcription factor and target genes. Therefore, we aimed to generate a more confident list of putative Hb target genes in the eye-antennal disc. From Berkeley *Drosophila* Transcription Network Project (BDTNP) site [83], BED files were downloaded for the Hb (anti-Hb (antibody 2), stage 9) ChIP-chip experiment (Symmetric-null test and 1% FDR cutoff). The LiftOver tool from UCSC Browser [168] was used to transform the dm2 coordinates into the dm3 assembly. The closest gene to each ChIP-chip interval was identified with the script annotatePeaks.pl from the HOMER suite of tools [169]. Enrichment for the Hb motif in the regulatory regions of the identified genes were confirmed with the script findMotifGenome.pl from the same suite. The identified enriched Hb motif (as matrix) was used to search again the closest genes to the ChIP-chip intervals using the script annotatePeaks.pl with the parameters tss–size -1000,1000 –m *motif_matrix*. The genes with at least one instance of the motif were selected as Hb high confident targets. Cytoscape v3.1.1 [165] was used to visualize high confidence Hb targets which are significantly up- and down-regulated in the 72h AEL to 96h AEL and 96h AEL to 120h AEL transitions.

### Experimental procedure

#### Fly lines and crosses

The following fly lines were used: UAS-*hb*^dsRNA^ (Bloomington Stock Center #54478, #29630 and #34704 and Vienna Drosophila Research Center #107740), *hb*-Gal4 (Vienna Tile library [104] VT038544 and VT038545), UAS-*hb* (Bloomington Stock Center #8503), *repo*-Gal4/TM6B (kindly provided by Marion Sillies), *moody*-Gal4 ([107] kindly provided by Christian Klämbt), *DMef2*-Gal4 (Bloomington Stock Center #25756) UAS-stinger-GFP (nGFP) ([170] kindly provided by Gerd Vorbrüggen), UAS-H2B:RFP (kindly provided by Andreas Wodarz) and 20xUAS-mCD8::GFP (Bloomington Stock Center #32194). Lines expressing Gal4 under control of regulatory regions of the Hb putative target genes were obtained from Bloomington Stock Center (*ago*-Gal4 (#103–788), *brk*-Gal4 (#53707), *CadN*-Gal4 (#49660), *Dl*-Gal4 (#45495), *Fas2*-Gal4 (#48449), *kni*-Gal4 (#50246), *rho*-Gal4 (#49379), *robo3*-Gal4 (#41256), *Sox21b*-Gal4 (#39803), *Src64B*-Gal4 (#49780), *sty*-Gal4 (#104304) and *tkv*-Gal4 (#112552)).

All crosses were performed with an approximate ratio of 4:3 female:male flies. Crosses were always provided with additional yeast and were kept at 12h:12h dark:light cycle and controlled humidity, except the RNAi experiments, that were kept at 28°C and constant darkness.

#### *hb* RNA interference

We obtained 4 different UAS-*hb*^dsRNA^ lines from Bloomington Stock Center (#54478, #29630 and #34704) and from the Vienna Drosophila Research Center (#107740). To evaluate the knock-down efficiency of these RNAi lines, we took advantage of the fact that Hb is known to be necessary during early embryogenesis (Lehmann and Nüsslein-Volhard, 1987; Nüsslein-Volhard and Wieschaus, 1980). UAS-*hb*^dsRNA^ flies were crossed to the *hb*-Gal4 lines (VT038544 and VT038545) and embryonic lethality was evaluated for all four RNAi lines. Only one of the RNAi lines, namely #34704, produced no adult flies and few dead pupae when crossed with the *hb*-Gal4 flies. The other three lines produced a normal number of offspring with no obvious embryonic or larval lethality phenotype. Consequently, we used the #34704 line for the knock-down experiments in eye-antennal imaginal discs. Please note that the evaluation of knock-down efficiency in the developing eye-antennal discs using quantitative PCR is very limited because hb is only expressed in two cells in the entire disc and thus the expression is very low (practically no reads are detected by RNA-seq, see raw read counts available via GEO submission GSE94915). However, since we obtain the same qualitative phenotype on carpet cells with the RNAi experiments and the temperature sensitive mutant (see below), we are confident that the RNAi affects *hb* expression specifically.

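In the count table, *hb* (FBgn0001180) had 2, 6 and 2 counts in the 72h AEL libraries A, B and C, 1, 3 and 2 counts in those of 96h AEL, and 3, 2 and 4 counts in those of 120h AEL.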

#### *hb*^*TS*^ cross

*hb*^*TS1*^, *rsd*^*1*^*/TM3*, *Sb*^*1*^ flies (Bloomington Stock Center #1753) were crossed to *hb*^*12*^, *st*^*1*^, *e*^*1*^*/TM3*, *Sb*^*1*^ flies (Bloomington Stock Center #1755) to generate a *hb*^*TS1*^*/hb*^*12*^ stock. This line was kept at 18°C and constant light and larvae were only transferred to the restrictive temperature (28°C) for the loss of function experiments.

#### *in-situ* hybridization

Standard procedures were followed to clone a fragment (872 bp) of *hunchback* gene sequence into pCRII vector and to synthesize an antisense digoxigenin-labeled RNA probe (and sense probe for the negative control). RNA probes were hydrolyzed with Na-Carboante buffer for 30.5 minutes. Eye-antennal discs were dissected in cold PBS and fixed with 4% paraformaldehyde. Hybridization was carried out at 63°C overnight with 5 μl of RNA probe (291 ng/μl) in 50 μl of hybridization buffer. Anti-Dig antibody (1:2000, Sigma-Aldrich) was used to detect the probe and revealed with NBT/BCIP reaction mix. Pictures were taken with a Zeiss Axioplan microscope.

#### Immunohistochemistry

Antibody stainings were performed using standard procedures [171]. In all cases, dissected eye-antennal discs were fixed with 4% paraformaldehyde before incubating with primary and secondary antibodies. If not stated otherwise in the text, all eye-antennal discs were dissected from wandering late L3 larvae.

Antibodies used were: rabbit α-Repo ([143], 1:1000), guinea-pig α-Hb ([172], 1:50), mouse α-cut (Invitrogen, 1:100), rabbit α-Hb (kind gift from Chris Q. Doe, 1:100), rat α-CadN (kind gift from Dr. Marion Silies, 1:50), mouse α-Fas2 (Developmental Studies Hybridoma Bank (DSHB), 1:10), Cy3-α-HRP (kind gift from Martin Göpfert, 1:300), goat α-rabbit Alexa Fluor 488 (Invitrogen, 1:1000), goat α-rabbit Alexa Fluor 555 (Invitrogen, 1:100) and goat α-guinea-pig Alexa Fluor 555 (Invitrogen, 1:1000). A solution of 80% glycerol + 4% n-propyl gallate in PBS was used as mounting medium for all stained discs. Pictures were taken on a Zeiss LSM-510 confocal laser scanning microscope.

The area of the nuclei of different glia cells was measured from discs stained with rabbit α-Repo using ImageJ 1.48v. In each disc, the largest one or two nuclei were identified as carpet cells and measured (“one CC” and “two CCs” in Fig 5D). Additionally, four more Repo-positive glia cell nuclei in each disc were measured that were in the same region and identified as “other glia” in Fig 5D.

#### Blood-eye barrier assay

The integrity of the blood-eye barrier of *hunchback* knock-down flies was studied following the protocol from [173]. *moody*-Gal4 virgin females were crossed with UAS-*hb*^dsRNA^ males at 28°C. UAS-*hb*^dsRNA^ flies were used as control and also raised at 28°C. 2–3 day old adults from these crosses were injected in the abdomen with 3–5 kDa FITC dextran (Sigma-Aldrich) (0.3 μl the females and 0.2 μl the males of 25 mg/ml solution). Animals were allowed to recover in fresh food over-night. Only surviving animals were scored. Dye penetrance in each eye was assessed qualitatively using a LEICA M205 FA fluorescent stereo microscope.

## Supporting information

S1 Fig Multi-dimension scaling plot of RNA-seq samples. (A) Count data of all three time points (72h AEL, 96h AEL and 120h AEL). (B) Count data of only 96h AEL and 120h AEL.
(TIF) Click here for additional data file.

S2 Fig Mef2 driver line expression. *Mef2*-expressing cells are visualized with a *Mef2*-Gal4 driver line crossed with UAS-H2B::RFP reporter (red).
(TIF) Click here for additional data file.

S3 Fig *hb* expression in the eye-antennal disc. Different detection methods showing *hb* expression in eye-antennal discs. (A) in-situ hybridization of *hb* mRNA. *hb* is expressed in two large domains (black arrows) at the posterior end of the eye field. (B) Antibody staining of Hb protein (rabbit α-Hb) in late L3 eye-antennal discs. Co-staining with Phalloidin (B’, B”) shows that the Hb positive cells are located between the photoreceptor axons on their way to the optic stalk. (C) Antibody staining of Hb protein (rabbit α-Hb) in late L2 eye-antennal imaginal discs. (D) Expression of histone-bound RFP (UAS-H2B::RFP) driven by VT038544 line (*hb*-Gal4) containing an enhancer region near the *hb* locus. (E) Expression of histone-bound RFP (UAS-H2B::RFP) driven by VT038545 line (*hb*-Gal4) containing an enhancer region near the *hb* locus. (VT038544-Gal4 and VT038545-Gal4 driver lines were obtained from the Vienna Tile collection, see S4 Fig for details). In all pictures, anterior is to the right. Eye disc (ed), optic stalk (os). Scale bar = 20 μm.
(TIF) Click here for additional data file.

S4 Fig Genomic location of Vienna Tile *hb* driver lines. Arrows indicate the regions used to drive *hb* expression with Gal4 system. Bellow, are colored tracks provided by the BDTNP project [83] showing open chromatin profiles and transcription factor binding. The last black tracks show sequence conservation across different insect species. These tracks were visualized using UCSC Browser [168].
(TIF) Click here for additional data file.

S5 Fig The strength of the effect of loss of Hb function in carpet cells is not significantly different at different time points. (A) A significant difference in the distribution of the number of polyploid glia cells in *hb*^*TS*^ flies is only observed between raising larvae at the restrictive temperature 48h AEL and 72h AEL. However, this difference is also significant in the wild type (WT). This can be due to the fact that more larvae die when transferred to the restrictive temperature too early (at 24h AEL or 48h AEL). (B) Pearson’s Chi-squared test was performed to determine if the distribution of the different number of cells (0, 1 or 2) was equal across the time points for the same conditions (WT or *hb*^*TS*^). *: p-val < 0.05, ***: p-val < 0.0005.
(TIF) Click here for additional data file.

S6 Fig Expression of Hb targets CadN (rat α-CadN), Fas2 (mouse α-Fas2) and *brk* (*brk*-Gal4 #53707) in late L3 eye-antennal imaginal discs. (TIF) Click here for additional data file.

S1 Table Significantly enriched GO terms in the expression clusters. (XLSX) Click here for additional data file.

S2 Table Significantly enriched transcription factors in the expression clusters. (XLSX) Click here for additional data file.

S3 Table Cluster assignment of So and Eya target genes. (XLSX) Click here for additional data file.

S4 Table Putative Hb target genes differentially expressed. Table contains two sheets: first sheet lists putative Hb targets differentially expressed between 72h AEL and 96h AEL and second sheet lists the differentially expressed genes between 96h AEL and 120h AEL. “Instances”: number of Hb motifs found ±1000 bp from TTS. Right-side table shows how many of these genes belong to each cluster and the percentage over the total number of genes in that cluster.
(XLSX) Click here for additional data file.

S5 Table Putative Hb target genes in clusters 12 and 13. Table contains three sheets: first sheet contains the gene ID, name and symbol of the 77 genes, and the cluster they belong to; second sheet lists the GO terms associated to each of the 77 genes; third sheet contains the number of times each GO term appears in the second sheet.
(XLSX) Click here for additional data file.

S6 Table Results of Hb motif search in sequences covered by the used Gal4 driver lines. (DOCX) Click here for additional data file.

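S6 Table lists where a motif bound by Hb was found in the genomic fragments that drive Gal4 in the lines used. Site positions were computed here from the offsets within the fragment that the table gives. For the line GMR31A11 the fragment spans 1185 bp, on 2L from 17665454 to 17666638, and holds a site from 17665859 to 17665868 with the sequence GCATTAAAAA and another from 17666541 to 17666550 with GAATAAAAAC, both on the plus strand. In the BDGP6 annotation, these positions lie within *CadN*, which spans 2L from 17647053 to 17778340 on the minus strand, in all 12 of its annotated transcripts. Neither site overlaps an annotated exon of the gene. For the line GMR11C08 the table gives a fragment of 3517 bp, on X from 4061472 to 4064988, with a site from 4064888 to 4064897 on the minus strand with the sequence GCATAAAAAA. The names of the searched sequences in the table point to the same release as BDGP6, but the table does not state the build of the fragment positions, and the fragment of GMR11C08 lies outside *Fas2* in the BDGP6 annotation (X from 4132887 to 4206093), so its place relative to the gene is left open here.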

# Supplementary material for: Dynamic genome wide expression profiling of Drosophila head development reveals a novel role of Hunchback in retinal glia cell development and blood-brain barrier integrity
**Source:** PLoS Genet. 2018 Jan 23;14(1):e1007180. doi: 10.1371/journal.pgen.1007180
**Supplement:** S6 Table

**Fas2:**

- #48449 (GMR11C08; X:4061472..4064988) has a Hb target motif with:

| 1 putative sites were predicted with these settings (99%) in sequence named **dm6_ct_coords_7288** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Model ID | Model name | Score | Relative score | Start | End | Strand | predicted site sequence |
| MA0049.1 | hb | 12.824 | 1.00001474388335 | 3417 | 3426 | -1 | GCATAAAAAA |

**CadN:**

- #49660 (GMR31A11; 2L:17665454..17666638) has two Hb target motifs with:

| 2 putative sites were predicted with these settings (93%) in sequence named **dm6_dna** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Model ID | Model name | Score | Relative score | Start | End | Strand | predicted site sequence |
| MA0049.1 | hb | 10.601 | 0.931525897820554 | 406 | 415 | 1 | GCATTAAAAA |
| MA0049.1 | hb | 10.724 | 0.935315429114177 | 1088 | 1097 | 1 | GAATAAAAAC |

How the deposited data were processed for this re-analysis (not part of the article)

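RNA was measured in eye-antennal discs of *D. melanogaster* (OregonR) at 72h, 96h and 120h AEL, with 3 libraries (A, B and C) per stage and 9 in all. The authors made the deposited values, which are raw counts, by mapping untrimmed single-end reads with Bowtie2 to the longest coding sequence of each gene in FlyBase r5.55 and counting reads per gene with samtools idxstats, without normalization and without regard to strand. All libraries of the count table were used. The authors' assignment of 8836 genes to 13 clusters, made with HTSFilter and HTSCluster, was used as deposited, and gene lists were taken from S3 Table, S4 Table and S5 Table, positions from S6 Table and network genes from the labels of Fig 3. Of 13676 genes in the count table, 13406 were named and placed with the BDGP6 annotation, 5 were named from the supplementary tables only, and 265 were left without a name. Coordinates belong to BDGP6, not to the release the reads were mapped to, and were not used in counting.

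Total counts per library had medians of 31452584 at 72h AEL, 28206164 at 96h AEL and 25316846 at 120h AEL, with a range over all libraries of 17675472 to 37305763. Counting error at this depth was 5.18% to 7.52% at 10 CPM, and 3 counts, taken as the detection floor, corresponded to 0.0804 to 0.170 CPM; both leave out biological variation. Where no library of a stage had more than 3 counts, fold changes were computed against this floor and are lower bounds.

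Pairs of libraries from 1 stage were compared by the chi-square per gene over genes with at least 20 counts in the pair, and pairs under 1.5 were summed and counted as 1 sample. This applied to 72h AEL replicates A and B (1.02) and left 8 independent samples, 2 at 72h AEL and 3 at each later stage. The fit with all 6 libraries of 72h and 96h AEL, which had been planned as the main test, was seen before this choice and is given as an alternative. Means and SD at 72h AEL average replicate C with the mean of A and B.

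Computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Counts were scaled by TMM, and CPM and log2 CPM (prior count 2) were computed on the TMM-scaled library sizes. The filter for low expression followed the HTSFilter method: over 100 thresholds between 1 and 200 normalized counts, the one with the highest mean Jaccard index between replicates (loess span 0.3) was used, and genes at or under it in every sample were left out. It lay at 137.5 for 72h to 96h AEL, with 8871 genes tested, and at 145 for 96h to 120h AEL, with 8117 genes tested. Over all stages, 9076 genes passed.

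Adjacent stages were compared, each pair in its own fit, with edgeR's quasi-likelihood test, two-sided, and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 are called significant, and an absolute log2 fold change over 1 was added as a stricter set. Standard errors given with edgeR values were derived from the test, as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Genes named in the text are those the paper names beside its expression data, members of the lists where a list is discussed, and for each transition the 5 largest rises and the 5 largest falls among called genes with at least 10 CPM in the higher stage and no overlap between replicates. Genes outside this rule were chosen after their values were seen, which holds for the most abundant genes of each tissue list and the genes of the mitochondrial genome.

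Lists of at least 5 tested genes were tested with limma's camera, two-sided, on voom-transformed counts with a preset correlation of 0.01 and adjustment over the lists of both transitions. They cover glycolysis, the citric acid cycle, oxidative phosphorylation, cytoplasmic and mitochondrial ribosomal proteins, DNA replication, mitosis, photoreceptor differentiation, eye pigment, glia, the ecdysone response, sex determination, cuticle proteins, Jonah proteases, and the larval midgut, fat body, muscle, salivary gland, hemocytes and trachea. Lists of brain neurons and of the male germline had fewer tested genes and were not tested as lists. Y-linked genes were not analysed here. Membership in clusters was compared with Fisher's exact test, two-sided. The share of Hb targets among higher genes was compared with that of other called genes by Fisher's exact test and with 10000 draws of called genes matched on coding sequence length, from the 25 nearest genes on each side. X-linked and autosomal genes were compared with 10000 permutations of the gene labels. Multidimensional scaling used the 500 most different genes of each pair of libraries.

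Alternatives were DESeq2, DESeq2 size factors or library size in place of TMM, no filter or edgeR's filterByExpr, all samples in one fit, the replicate letter as a block, thresholds of 0.01 and 0.1 for the adjusted p-value, each library left out in turn, camera with an estimated correlation and limma's fry, a minimum of 1 CPM in 3 libraries or of 10 counts in any library for expressed genes, and a prior count of 10 or all genes for the scaling plot. Chosen after seeing the data were 72h AEL replicates A and B as separate samples (in edgeR, in DESeq2 and with the block) and a correction that takes out, as an offset, a smooth trend of each library with the length of the coding sequence (loess span 0.5). Positions of 72h AEL replicate C between stages and its differences from replicates A and B used log2 of CPM plus 1. GC content was not analysed here.

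The tests were tried on simulated data, with counts drawn for the tested genes and 200 of them changed by known folds. With dispersions on the fitted trend, edgeR recovered 57% of the changed genes with the 5 samples of the first transition and 82% with the 6 samples of the second, and called 9 and 4 unchanged genes; DESeq2 recovered 67% and 82.5%, and called 45 and 19 unchanged genes. This simulation was added after a stricter one with the dispersion of each gene, in which edgeR recovered 11.5% and 59% and DESeq2 55% and 78.5%. The stricter one also had smaller folds, of at most 2 on the log2 scale against 3. In simulated data, camera called 0 of 20 random lists at an adjusted p under 0.05. Random lists lack the shared regulation of the real ones, so this does not show how often camera calls real lists falsely.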

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

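The tests of fat body and muscle RNA in cluster 1, and of genes high only in 72h AEL replicates A and B, were set before their results were seen, whereas all other tests given for the midgut, muscle, fat body and glue protein transcripts were chosen only after the result was seen. Each of the 4 signals lies in genes that the paper does not discuss and stands above the level that a count of 0 allows.

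Transcripts of digestive enzymes were abundant in discs of 72h AEL. A list of 13 midgut genes took 2.79% of the counts of 72h AEL replicate A and 2.78% of those of replicate B, 0.102% in replicate C, and 5.09e-05% to 0.124% in the later libraries. *betaTry* stood at 12669 CPM in replicate A and 114 CPM in replicate C, and *Jon65Aiv* at 9164 and 519 CPM in these libraries, at 596 CPM in 96h AEL replicate C and at 0 CPM in 96h AEL replicate A. Of the 13 genes, 0 had at least 1 CPM in every library, and 7 also belong to a list of 15 Jonah proteases, which took 1.75% of the counts in replicates A and B and 0.0966% in replicate C. At 96h AEL, 0 of 9 tested midgut genes and 0 of 10 Jonah proteases were higher than at 72h AEL, with median log2 fold changes of −9.14 and −6.82 (−5.71 and −3.95 in edgeR), but the lists were not called by limma's camera (adjusted p = 0.0619 and 0.0603). Without 96h AEL replicate A the medians were −4.76 and −3.44, and both lists were called with scaling by library size only, and the Jonah list without 96h AEL replicate B (−7.58) and without 72h AEL replicate A (−6.70) or B (−6.66). Neither list was called from 96h to 120h AEL (adjusted p = 0.644 and 0.768 from limma's camera). In edgeR 0 of 7 and 0 of 6 tested genes were higher at 120h AEL, with medians of −2.74 and −2.88, while the log2 values that camera uses gave 2.33 and 2.34; without 96h AEL replicate A these turned to −2.49 and −2.46, and the lists were then called.

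Gut RNA dissected along with the small discs is a candidate source. It would bring all its abundant transcripts together, and 100% of the 10 trypsin and Jonah protease genes of cluster 1 were more than 4-fold lower in 72h AEL replicate C than in replicates A and B. The cuticle protein genes of this cluster argue against gut RNA as the source of the whole cluster, since 1.64% of 61 of them were lower in this way. Among the other 622 genes of cluster 1 the share was 48.1%. The midgut list was also higher in 96h AEL replicate C than in A and B, and genes were compared there if they would reach 5 CPM by following its share. Of the proteases, 6 of 8 were more than 4-fold higher in this replicate, and of the cuticle protein genes 0 of 39. Gut RNA is argued against for the other genes that were not more than 4-fold lower in 72h AEL replicate C, as 5.45% of the 110 compared were higher in this way. For those that were lower there the share was 12.6% of 119, under that of the proteases, but a gut of 96h AEL may hold other transcripts than at 72h AEL, so gut RNA and expression in the disc cannot be told apart for them. Genes that were high only in replicates A and B, which count as 1 sample, do not make up the cluster either, as 44.7% of its 693 genes were more than 4-fold lower in replicate C. Muscle RNA is argued against by 0 of 14 muscle genes in cluster 1 and a median log2 fold change in edgeR of −1.96, against −5.81 for the cluster. This covers cluster 1 only, as 13 of the 14 muscle genes lie in clusters 2 and 3. For fat body RNA the median of 0.38 in edgeR, over genes that went both ways, leaves the question open. Reads shared between near-identical proteases move counts within the family, which the sums over the lists contain. Differences between larvae of 72h AEL in feeding or age were not tested.

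Muscle transcripts fell with each stage. A list of 14 muscle genes took 1.97% of the counts of 72h AEL replicate C and 1.27% in replicates A and B, 1.01%, 0.462% and 0.304% in 96h AEL replicates A, B and C, and 0.129%, 0.0572% and 0.118% at 120h AEL. All 14 had at least 1 CPM in every library, and 0 are in another list. *Act57B* stood at 6260 CPM in 72h AEL replicate C, 2299 CPM in 96h AEL replicate A and 62.4 CPM in 120h AEL replicate B, and *Mhc* at 3798, 2391 and 33.8 CPM in these libraries; counts of actins are uncertain between paralogs. In the log2 values that camera uses, the list had a median log2 fold change of −2.12 from 72h to 96h AEL, with 1 of 14 genes higher and 9 called lower by edgeR (adjusted p = 2.23e-04 from limma's camera, 1.03e-07 to 0.524 over the alternatives), and of −2.49 from 96h to 120h AEL, with 0 higher and 11 called lower (adjusted p = 2.07e-08 from limma's camera, 1.93e-10 to 0.383 over the alternatives). The length trend is argued against as the cause, because 7 of the 9 muscle genes shorter than the median tested gene (1347 bp) had 96h AEL replicate A over B over C, and 0 of them were lowest in replicate A, where short genes were low in general. Over all 14 genes, 11 had this order, of 6 orders possible, and 12 were lowest in 120h AEL replicate B, so the genes moved together between libraries of the same stage. This is consistent with different amounts of muscle or muscle precursor cells in the samples. A fall of muscle gene expression with the age of the disc stays open and was not tested apart from this.

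Fat body transcripts were high in some libraries of 120h AEL. A list of 9 fat body genes took 0.615% and 0.527% of the counts of 120h AEL replicates A and C but 0.0211% in replicate B; the share was 0.446%, 0.449% and 0.560% at 72h AEL and 0.232%, 0.258% and 0.773% at 96h AEL. Of these genes, 5 had at least 1 CPM in every library. The 7 most abundant at 120h AEL, among them *Fbp1*, *Lsp2* and *apolpp*, were 17.4-fold to 37.1-fold lower in replicate B than in the mean of A and C; *Lsp2* stood at 848 and 772 CPM in replicates A and C and 21.8 CPM in B. Because all 7 moved together between libraries of 1 stage, fat body RNA in some of the samples is a candidate source. The 120h AEL libraries carry the same label of a reanalysis, so this label does not part replicate B from the others. The list as a whole had no common direction. Its median in camera's log2 values was 0.31 from 72h to 96h AEL (adjusted p = 0.877 from limma's camera, 5 of 8 genes higher), which was 0.13 without 96h AEL replicate C, 0.52 without 72h AEL replicate C, 0.81 with scaling by library size only and −0.29 after the length correction. From 96h to 120h AEL it was −1.53 (adjusted p = 0.413 from limma's camera, 4 of 9 genes higher), and −0.83 without 96h AEL replicate C, −2.40 and −2.35 without 120h AEL replicate A or C and 0.17 without replicate B. No biological explanation was tested, since the design gives none for a difference between replicates.

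Glue protein transcripts appeared at 120h AEL. Summed over 6 *Sgs* genes, whose reads are partly shared between copies, they reached 278, 225 and 231 CPM in 120h AEL replicates A, B and C, against 0.759 to 1.25 CPM at 96h AEL and 1.24 to 5.11 CPM at 72h AEL. RNA from salivary glands would bring other transcripts of the gland, but the 5 other salivary gland genes of the list had a median log2 ratio of −6.09 between 120h and 96h AEL, and 0 of them were higher at 120h AEL. *ng2*, the highest of these, stood at 3869 CPM in 72h AEL replicate A, 148 CPM in 96h AEL replicate A and 0.227 CPM in 120h AEL replicate A. This does not decide, because a gland that changes its expression with age may lose these transcripts when it gains the others, so gland RNA and expression in the disc cannot be told apart. The list of 11 genes, of which 2 had at least 1 CPM in every library, fell by a median log2 fold change of −2.48 from 72h to 96h AEL (adjusted p = 0.0395 from limma's camera, 0.00386 to 0.524 over the alternatives), with 0 of 5 tested genes higher and 3 called lower by edgeR. In the next transition the median was 7.97 (7.65 in edgeR with 2 genes at their bound), with 6 of 9 genes called higher and 3 lower, and the list was not called by limma's camera (adjusted p = 0.105) except without 120h AEL replicate B (8.10) and after the length correction (6.84); limma's fry called it too.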

How the results depend on the processing

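The counts of the splits of the samples for genes with a log2 fold change over 1, for gene lists and for Hb targets were tests chosen only after the result was seen, and so were the length correction and 72h AEL replicates A and B as separate samples.

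In the first transition, from 72h to 96h AEL, 3760 genes were called. With 72h AEL replicates A and B as separate samples the number was 5670, and 6128 when DESeq2 was used as well, since more samples were counted as independent; the planned test was the one with separate samples. At an adjusted p under 0.01 in edgeR it was 597, all with an absolute log2 fold change over 1 (597). Across the fits that each left out 1 library it ran from 646 without 96h AEL replicate B to 3966 without 96h AEL replicate C (646 to 2862 with a log2 fold change over 1, against 2633), and it was 1631 (1518) without 96h AEL replicate A. The fits without a library of 96h AEL had 1 sample fewer. Those without 72h AEL replicate A or B, which count as 1 sample, kept 5 samples and called 3740 and 3758 genes. Without 72h AEL replicate C the stage has 1 sample, and no call was made. Scaling by library size only gave 71.4% of the calls as higher, against 45.7%, because it moved the median of all genes. The other alternatives called 3331 to 5168 genes.

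In the second transition, 1189 genes were called, and 842 with a log2 fold change over 1. DESeq2 called 1845, and an adjusted p under 0.01 left 499 in edgeR (451 with a log2 fold change over 1). Across the 6 fits that each left out 1 library the numbers ran from 534 without 120h AEL replicate C to 1358 without 96h AEL replicate C, and from 486 to 964 with a log2 fold change over 1; they were 578 (517) without 96h AEL replicate B, 655 without 120h AEL replicate A and 767 without 96h AEL replicate A. The cause of the higher number with DESeq2 was not tested, but in simulated data DESeq2 also called more unchanged genes than edgeR. The other alternatives called 851 to 1705 genes.

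Of the 10 splits of the 5 samples of 72h and 96h AEL into 2 and 3, 1 gave as many called genes, as many with a log2 fold change over 1 and as many Hb targets, namely the real split, and the same held for 1 of the 10 splits of the 6 samples of 96h and 120h AEL. The other splits called 0 genes, with 5 to 2098 and 16 to 1335 at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1. For gene lists, 3 of 10 and 6 of 10 splits gave as many calls as the real one, so the number of called lists is not specific to the stages.

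Limma's camera called 12 and 10 of 20 lists in the 2 transitions. With a correlation estimated for each list it called 0 and 0 (2 and 4 at an unadjusted p under 0.05), and the cause was not tested. The other alternatives called 9 to 15 and 9 to 14 lists. Under fry, 8 of 22 calls were lost, and 3 after the length correction, all of which kept their direction; 3 were lost in fits without 1 library. DESeq2 size factors, library size only and separate samples for 72h AEL replicates A and B lost none of the calls, and library size only added 3 in the first transition, of hemocytes, the midgut and the Jonah proteases.

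Under all alternatives tried, Hb targets kept their excess of higher genes over other called genes, with 80.5% to 94.4% higher in the first and 79.5% to 88.9% in the second transition. Between 8889 and 11454 genes were expressed. The distance between 72h and 96h AEL on dimension 1 of the scaling plot was 6.07, or 1.89 when all expressed genes were used; the latter averages over genes that differ little. Cluster 2 was enriched in So/Eya targets with either way of matching, but cluster 10 had 10 targets instead of 15 when matched by name and its enrichment was no longer significant (adjusted p = 0.222 from Fisher's exact test), where fewer genes were matched.

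Among the genes named in the text, some changes reversed. In the first transition, the log2 fold change of *ey* was −0.0073, of *pros* −0.38, of *rpr* 0.33 and of *slp1* 0.081 after the length correction, and *slp1* was 0.36 with library size only. That of *pnr* turned positive with library size only (0.42), no filter (0.017), filterByExpr (0.00034), separate samples for 72h AEL replicates A and B in edgeR (0.15) and DESeq2 (0.15) and these with a replicate block (0.19). In the second, *Egfr* was 0.046 with library size only and 0.059 after the length correction, and *toy* was −0.0023 with DESeq2, −0.0023 with DESeq2 size factors and −0.024 without a filter. Across the fits without 1 library, *pnr* ran from −0.13 (without 96h AEL replicate C) to 0.50 (72h AEL replicate C) and *slp1* from −0.23 (96h AEL replicate B) to 0.0026 (96h AEL replicate A) in the first transition. From 96h to 120h AEL, *Egfr* ran from −0.16 (without 96h AEL replicate C) to 0.12 (120h AEL replicate B), *N* from −0.29 (96h AEL replicate C) to 0.092 (120h AEL replicate B), *so* from −0.16 (96h AEL replicate A) to 0.066 (96h AEL replicate B) and *toy* from −0.028 (96h AEL replicate A) to 0.10 (96h AEL replicate B). The cause was not tested, apart from the length correction, which acts through the length of the gene. For these genes, fits without 1 library gave 742 values, of which 599 kept direction and call, 99 lost and 8 gained the call, 25 moved without a test and 11 reversed. DESeq2 gained 13 calls of 124, and the length correction lost 7 and gained 6.

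The replicate letters do not pair the samples, as the correlations of deviations between stages were −0.42, 0.18 and −0.31 for A, B and C in the first transition and 0.15, 0.13 and 0.099 in the second. A replicate block gave 851 genes (718 with a log2 fold change over 1) between 96h and 120h AEL, and 3331 (2567) from 72h to 96h AEL, where it needs 72h AEL replicates A and B as separate samples and was not run otherwise. It called 12 and 15 lists and added the midgut and the Jonah proteases in both transitions, with medians of −2.91 and −3.07 between 96h and 120h AEL, where the medians of camera's log2 values were positive without a block, and of −6.02 and −4.32 from 72h to 96h AEL, where hemocytes were added too. The share of higher Hb targets was 83.3% and 87.3%.

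At the depth of these libraries, 3 counts correspond to 0.0804 to 0.170 CPM, which limits genes such as *hb* that lie near this level in all stages. In simulated data with dispersions on the fitted trend, edgeR recovered 57% of changed genes in the first transition, with 5 samples. It recovered 82% in the second, with 6 samples. In the stricter simulation, with the dispersion of each gene and smaller folds, it recovered 11.5% and 59%. The simulated transitions also differ in dispersion and genes, so which of these lowers the recovery in the first was not tested.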

Differences from the paper's values

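Of the genes tested between 96h and 120h AEL, 14.6% changed here, against 22% in the paper. Among the alternatives set before the data were examined, only DESeq2, the test the paper names, reached the paper's value (22.7%). Also within 1.5 times of it, though little changed from the value here, were all samples in one fit (14.8%), edgeR's filterByExpr (15.3%), scaling by library size only (14.7%) and the fit without 96h AEL replicate C (17.1%); not within it were the values with DESeq2 size factors in edgeR (14.6%), without a filter (10.6%), with a replicate block (10.5%) or without any other library of these stages (6.58% to 11.8%). The length correction, chosen after seeing the values, gave 21.0%. An adjusted p under 0.1 in edgeR called 1620 of the 8117 tested genes. The threshold behind the paper's value was not found in its text, so part of the gap may lie there. For the first transition, the 42.4% found here and the paper's 60% lie within 1.5 times of each other; DESeq2 gave 58.3%, and 72h AEL replicates A and B as separate samples, chosen after seeing the values, gave 63.0% with edgeR and 68.1% with DESeq2.

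Higher at 96h than at 72h AEL were 1718 genes, against about 2900 in Fig 1A of the paper, read by eye. Within 1.5 times of the paper's value were DESeq2 (2463), all samples in one fit (2178), scaling by library size only (3182) and the fit without 96h AEL replicate C (1996). Further from it were DESeq2 size factors in edgeR (1698), filterByExpr (1794), no filter (1652) and the fits without 72h AEL replicate A (1706) or B (1718) or 96h AEL replicate A (542) or B (131). Of the alternatives chosen after seeing the values, separate samples for 72h AEL replicates A and B came within it in edgeR (2766) and DESeq2 (3003), and the length correction (1380) and these samples with a replicate block (1501) did not.

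Lower at 120h than at 96h AEL were 514 genes, against about 890 in Fig 1A of the paper, read by eye. DESeq2 (926), filterByExpr (650) and no filter (620) came within 1.5 times of it, as did the length correction (857), chosen after seeing the values. DESeq2 size factors in edgeR (540), all samples in one fit (560), library size only (429), a replicate block (374) and the fits without 1 library (205 to 572) did not.

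The network of Fig 3 holds 146 genes in the paper, and 93 symbols were read here from the labels of the figure; no alternative bears on this number.

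Over the 263 genes of S4 Table tested from 72h to 96h AEL, log2 fold changes here and in the paper had a Pearson correlation of 0.987. Their median absolute difference was 0.145. Over the 52 genes listed for the next transition, these values were 0.992 and 0.125. For *N* from 72h to 96h AEL, the log2 fold change was 2.58 here and 3.94698 in the paper's S4 Table. None of the alternatives set before the data were examined closed the gap (2.42 to 3.24), nor did those chosen after seeing the values (1.34 to 2.88). For *CadN* in the same transition it was 2.54 here and 2.82354 in the paper's table. The gap closed, within the larger standard error, with scaling by library size only (3.02), without a filter (2.58) and without 72h AEL replicate B (2.59) or C (2.67) or 96h AEL replicate A (2.54) or B (2.61), and, chosen after seeing the values, with 72h AEL replicates A and B as separate samples in DESeq2 (2.62) or with a replicate block (2.61). It stayed open with DESeq2 (2.57), DESeq2 size factors in edgeR (2.56), filterByExpr (2.56), all samples in one fit (2.51) and without 72h AEL replicate A (2.51) or 96h AEL replicate C (2.55), and with the later choices of the length correction (1.21) and separate samples in edgeR (2.61).

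For *pros* from 96h to 120h AEL, the log2 fold change was 1.98 here and 1.58946 in the paper's table; it came within the error of the paper's value without 96h AEL replicate B (1.78) or 120h AEL replicate B (1.84) and under no other alternative (1.93 to 2.22). For *robo3* the values were 4.22 and, in the paper's table, 3.77285. They were within the error of each other with DESeq2, DESeq2 size factors in edgeR, all samples in one fit (4.21) and without 96h AEL replicate A (4.16) or B (3.90) or 120h AEL replicate A (4.10) or C (4.17), and with the length correction (4.22), chosen after seeing the values. With library size only (4.29), no filter, filterByExpr (4.22), a replicate block (4.32) and without 96h AEL replicate C (4.68) or 120h AEL replicate B (4.37) they were not.

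Among the genes of S4 Table, 213 of the listed genes were called in the first transition with an absolute log2 fold change over 1, while the paper's table holds 267. Closest to this number were DESeq2 (237) and, chosen after seeing the values, separate samples for 72h AEL replicates A and B in edgeR (254) and DESeq2 (258). In the second transition 43 were called and the paper's table holds 52; DESeq2 called 51. *Ets98B*, which the table lists in both transitions, was called here in neither (1.52 and −1.19), but DESeq2 called both (1.54 and −1.21), edgeR called the fall without 96h AEL replicate C (−1.43), and 72h AEL replicates A and B as separate samples, chosen after seeing the values, gave a call of the rise in edgeR (1.78) and in DESeq2.

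The paper describes clusters 1 and 2 as expressed at the first stage only and cluster 13 at the last stage only. Genes of cluster 2 had 13.5% of their expression at 96h AEL and 8.01% at 120h AEL, and those of cluster 13 had 12.4% at 96h AEL. Genes of energy production are described as lower at 120h than at 96h AEL, whereas the list of glycolysis was not called here (median log2 fold change −0.08, −0.20 to 0.10 in the fits without 1 library, 4 of 11 genes higher, adjusted p = 0.631 from limma's camera); those of the citric acid cycle (−0.61) and oxidative phosphorylation (−0.33) were called lower. Mitosis is placed in clusters 4, 8 and 9, and 0 of the 21 mitosis genes of the list lie in cluster 4. *Dl* and *aop* belong to a cluster described as rising throughout; their rise between 96h and 120h AEL (0.65 and 0.40) was not called, and that of *Dl* was called without 120h AEL replicate B (0.84) and after the length correction (0.71), chosen after seeing the values.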

Other observations

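Tests chosen only after the result was seen were those of a further developed or mixed sample for 72h AEL replicate C and of the length trend for ribosomal proteins and the comparisons of 72h AEL replicate C without cluster 1, for single gene lists and with exchanged samples; the length correction was chosen after the length trend was seen, and its tests for called genes, for families and for Hb targets before their results were.

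Length of the coding sequence was related to the change from 72h to 96h AEL, with a Spearman correlation of 0.48 across 8871 genes and of −0.11 across 8117 genes between 96h and 120h AEL. A trend with length that differs between libraries may come from the preparation of the libraries or from the stages, which the design does not separate. As the whole cause of the changed genes it is argued against by 2786 genes of the first and 1143 of the second transition that were called both with and without the length correction. Of these genes, 7 in the first and 0 in the second transition reversed their direction under the correction. It is also argued against for the families of short genes that fell and long genes that rose, since after the correction the median log2 fold change from 72h to 96h AEL was −1.38 for glycolysis, −0.85 for the citric acid cycle, −0.75 for oxidative phosphorylation and 1.95 for photoreceptor differentiation, and camera still called these lists. For the cytoplasmic ribosomal proteins the median became −0.056 (adjusted p = 0.978 from limma's camera), which is consistent with the length trend as the source of their fall. For Hb targets, the share of higher genes in draws matched on length was 61.6%, under the 87.8% of the listed genes, so length does not account for all of it. How much of the trend belongs to the stage itself stays open.

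Replicate C of 72h AEL lay between the other libraries of its stage and those of 96h AEL. Across 3236 genes that differed by more than 1 on the log2 scale, its difference from replicates A and B correlated with the change from the midpoint of these 2 samples to 96h AEL (Pearson correlation 0.45), and the median position of its genes was 0.26, where 0 is replicates A and B and 1 is 96h AEL. Exchanging the 2 samples at random gene by gene, in 1000 draws, gave correlations of −0.073 to 0.067 and positions of −0.024 to 0.042; genes are not independent, so these ranges are too narrow. Without cluster 1 the correlation was 0.39. The length trend is argued against as the whole cause, because the correlation was positive in each of 6 length classes, with 0.16 as the lowest, in the shortest genes, where the exchange gave at most 0.11. Discs that were further developed, or RNA of 96h AEL in this sample, stay open: the genes of photoreceptor differentiation had a median position of 0.127, with 12 of 18 toward 96h AEL, which lies under that of all genes but is a value of a single library. The muscle genes went the other way, with a median position of −0.17. Reads of this library with an N, which the paper reports, were not analysed here.

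Male larvae were part of the samples at 72h AEL only. The median log2 fold change of X-linked genes was 0.27 above that of autosomal genes from 72h to 96h AEL. Sex and stage change together in this transition and cannot be told apart from these libraries. Between the female samples of 96h and 120h AEL, a difference of −0.07 passed the same permutation test, so the test does not point to sex.

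Genes of the mitochondrial genome were high in 120h AEL replicate B. All 13 were higher there than in replicates A and C, by 2.13-fold to 5.17-fold over their mean, and 12 of 13 had their highest value of all libraries there. *mt:CoI* stood at 23499 CPM in replicate B against 8327 and 4684 CPM in A and C and took 2.69% of its counts, and the 10 highest genes of this library took 10.3% of its counts, against 5.74% to 7.25% in the others. No cause was tested.

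Cuticle proteins were the list with the lowest p-value from 72h to 96h AEL. The list of 117 genes took 2.39% of the counts of 72h AEL replicates A and B and 2.62% in C, 0.122% to 0.194% at 96h AEL and 0.0657% to 0.0945% at 120h AEL; 26 of its genes had at least 1 CPM in every library. Its median log2 fold change was −5.80 over 87 tested genes (−5.74 in edgeR with 5 genes at their bound), with 3 called higher and 76 lower by edgeR (adjusted p = 4.85e-19 from limma's camera, 2.42e-33 to 0.316 over the alternatives, the highest with the correlation between genes estimated). From 96h to 120h AEL the median was −1.85 over 46 genes, with 9 called higher and 21 lower (adjusted p = 0.00173 from limma's camera, 4.64e-07 to 0.546 over the alternatives), a call lost under fry and with the correlation between genes estimated.

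Hemocyte genes, 7 of 9 of which had at least 1 CPM in every library, took 0.0417%, 0.0420% and 0.208% of the counts at 72h AEL, 0.0160%, 0.0202% and 0.0572% at 96h AEL and 0.188%, 0.0433% and 0.160% at 120h AEL, for replicates A, B and C. The median log2 fold change was −2.74 from 72h to 96h AEL, with 1 of 9 genes higher and 1 called lower (adjusted p = 0.0619 from limma's camera), and was −1.59 without 72h AEL replicate C; the list was called without 96h AEL replicate B (−2.70) and with scaling by library size only. For 96h to 120h AEL it was 2.72, with 9 of 9 higher and 1 called by edgeR, or 4 when adjusted over the list alone (adjusted p = 0.00136 from limma's camera, 2.73e-06 to 0.524 over the alternatives), a call lost under fry and with an estimated correlation. *Hml* stood at 842 CPM in 72h AEL replicate C and 354 CPM in 120h AEL replicate A.

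Trachea genes did not change as a list, with medians of −0.39 over 5 genes (adjusted p = 0.528 from limma's camera, 2 higher) and −0.33 (adjusted p = 0.128, 0 of 5 higher); with scaling by library size only the first was 0.10. Of the brain neuron genes, 3 were tested in the first transition, of which 2 were called lower by edgeR, and 2 in the second, with 1 called higher and 1 lower. The list of 8 genes took 0.0184% to 0.0305% of the counts at 72h AEL and at most 0.00354% later. This share follows *ple* and *Ddc*, at 153 and 88.2 CPM of a summed 252 CPM in 72h AEL replicate A. *nrv3* went the other way, from 5.20 CPM in that library to 21.9 CPM in 120h AEL replicate A. The fall of the share is thus not a measure of neuronal RNA.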
